# IFN-I-mediated neutropoiesis bias drives neutrophil priming and inflammatory comorbidities

**DOI:** 10.7150/thno.110859

**Published:** 2025-05-06

**Authors:** Yuman Li, Yiming Chen, Chenyu Deng, Yuting Niu, Yue Yang, Shiyu Sun, Zhewen Hu, Yan Wei, Mingming Xu, Ying Huang, Thomas Van Dyke, Xuliang Deng

**Keywords:** periodontitis, inflammatory comorbidities, neutropoiesis, hematopoietic stem and progenitor cells, single-cell multiomics sequencing

## Abstract

**Rationale:** Local chronic inflammation is increasingly recognized as a driver of systemic inflammatory comorbidities; however, the underlying mechanisms remain incompletely understood. This study investigates the impact of periodontitis on the reprogramming of bone marrow hematopoiesis, with a focus on neutropoiesis bias and its contribution to the exacerbation of arthritis.

**Methods:** Single-cell multiomics sequencing was performed on hematopoietic stem and progenitor cells (HSPCs) isolated from control and ligature-induced periodontitis (LIP) mice to characterize transcriptional and epigenetic alterations. Differentiation trajectories and key transcription factors (TFs) governing neutrophil lineage commitment were identified. Neutrophil priming was assessed using Smart-seq2, bulk RNA-seq, and lipopolysaccharide stimulation assays. The functional role of primed neutrophils in arthritis was evaluated through adoptive transfer, *in vivo* tracking, and functional blockade within a collagen antibody-induced arthritis model. Type I interferon (IFN-I) signaling was interrogated using Ifnar1⁻/⁻ mice and neutralizing antibodies to elucidate mechanistic pathways. Reversibility of neutropoiesis bias and arthritis aggravation was examined following ligature removal to model periodontitis resolution.

**Results:** Transcriptional and chromatin accessibility profiling demonstrated that LIP induces a selective skewing of HSPC differentiation toward the neutrophil lineage. This reprogramming results in sustained expansion of primed neutrophils, which contribute to the aggravation of distal arthritis. Mechanistically, elevated IFN-I levels promote continuous neutropoiesis bias through activation of IFN-I signaling in HSPCs. *Rarg* and *Nr2f6* were identified as potential TFs contributing to IFN-I-mediated neutrophil lineage commitment. Notably, resolution of periodontitis reversed the hematopoietic bias and mitigated arthritis progression.

**Conclusions:** Periodontitis exacerbates arthritis through IFN-I-mediated neutropoiesis bias, emphasizing the necessity of controlling local chronic inflammation in the management of systemic inflammatory comorbidities.

## Introduction

Local chronic inflammation is a well-established risk factor for the onset and progression of distal organ comorbidities 1-5. Prominent examples include the link between periodontitis and conditions such as arthritis, cardiovascular disease, type 2 diabetes, and cancer 6-11. As these comorbidities constitute a significant proportion of non-communicable diseases globally, they represent a major public health concern 12-14.

Recent evidence has revealed that innate immune cells can exhibit a form of memory or priming that persists beyond the duration of a localized inflammatory lesion, mediated in part by direct modulation of bone marrow (BM) activity 15. Hematopoietic stem and progenitor cells (HSPCs) act as central coordinators within the BM, responding to peripheral inflammatory cues by expanding and priming myeloid progeny. This process facilitates a feedback mechanism from the BM to peripheral tissues, leading to heightened inflammatory responses driven by activated neutrophils and macrophages 16. Previous models focused on the diffusion of inflammatory mediators from localized sites to systemic circulation as the primary mode of propagation 10, 17. However, emerging insights suggest that HSPCs directly sense inflammatory signals via cytokine receptors and adapt by augmenting proliferation and preferential differentiation toward the myeloid lineage 16, 18, 19. These inflammatory adaptations are crucial for meeting the increased demand for innate immune cells and enhancing responsiveness to subsequent stimuli 20, 21. Nevertheless, when inflammation becomes chronic—as observed in periodontitis—sustained alterations in hematopoiesis result in persistent elevation and activation of innate immune cells, with systemic consequences. Such skewed hematopoietic output may contribute to the development and progression of distal organ comorbidities in the context of persistent local chronic inflammation.

Neutropoiesis is a part of the hematopoietic hierarchical architecture in which HSPCs give rise to highly proliferative, lineage-committed neutrophil progenitors that subsequently differentiate into mature neutrophils 22. In inflammatory disease settings, circulating neutrophils often exhibit an enhanced and accelerated inflammatory response 23-25. These observations support the hypothesis that a specific neutropoiesis bias during hematopoiesis may underlie the mechanism by which local chronic inflammation exacerbates the progression of distal organ comorbidities.

In this study, single-cell multiomics analysis—integrating both scRNA-seq and scATAC-seq from the same cells—was employed to examine the impact of periodontitis on the transcriptomic and epigenomic landscape of HSPCs. The results demonstrate that periodontitis induces a shift in hematopoietic commitment toward the neutrophil lineage, leading to the systemic release of primed neutrophils that exacerbate arthritis. Mechanistically, type I interferons (IFN-I) were identified as key drivers of this neutrophil lineage skewing. Intriguingly, resolution of periodontitis effectively reversed the neutropoiesis bias, normalized circulating neutrophil levels, and alleviated arthritis progression. These findings offer new perspectives on the periodontitis-BM-arthritis axis and highlight how local chronic inflammation can exacerbate distant organ comorbidities, emphasizing the necessity of controlling local chronic inflammation in the management of systemic inflammatory diseases.

## Results

### Periodontitis triggers sustained hematopoietic inflammatory adaptation

To investigate whether experimental periodontitis triggers hematopoietic inflammatory adaptation in the BM, mice were subjected to ligation-induced periodontitis (LIP) for 14 d, while control mice (Ctrl) remained unligated throughout the same period. Single-cell multiomics sequencing—combining scRNA-seq and scATAC-seq from the same cell—was employed to directly correlate transcriptional activity with regulatory accessibility, facilitating a more accurate reconstruction of molecular processes governing cell physiology 26-28. HSPCs (Lin^-^cKit^+^) were isolated from Ctrl and LIP mice for analysis (Figure 1A). Following quality control, 13,527 high-quality single cell transcriptomes and epigenomes were retained, comprising 6,093 cells from the Ctrl group and 7,434 cells from the LIP group. After batch correction, a weighted nearest-neighbor analysis was performed to integrate the RNA expression and chromatin accessibility data, resulting in the identification of 16 distinct cell clusters (Figure 1B and Figure S1A). Projection of these clusters onto the scRNA-seq and scATAC-seq data demonstrated strong concordance (Figure 1B). Within the LSK (Lin^-^cKit^+^Sca1^+^) compartment, subsets corresponding to hematopoietic stem cells (HSC), multipotent progenitor cells 2/3 (MPP2/3) and MPP4 were identified. The progenitor compartment included annotated clusters representing common lymphoid progenitors (CLP), progenitor B cells (pro_B), progenitor NK/T cells (pro_NK/T), common myeloid progenitors (CMP), granulocyte-monocyte progenitors (GMP), neutrophil progenitors (NeuP), monocyte progenitors (cMoP), conventional dendritic cell progenitors (cDCP), plasmacytoid dendritic cell progenitors (pDCP), megakaryocyte-erythrocyte progenitors (MEP), erythrocyte progenitors (EryP), megakaryocyte progenitors (MkP), and basophil progenitors (BaP), as shown in the uniform manifold approximation and projection (UMAP) space (Figure 1B and Figure S1B). Each cell cluster was defined based on the expression and chromatin activity of canonical marker genes (Figure S1C). Cell cycle analysis of LSK cells revealed a significant increase in the proportion of cells in S-phase and G2/M-phase in the LIP group compared with the Ctrl group (Figure 1C). Moreover, genes related to the S-phase and G2/M-phase progression were notably upregulated in LSK cells from the LIP group, indicating enhanced cell cycle activity in HSPCs in response to periodontitis (Figure 1D). Flow cytometry analyses further demonstrated an increased proportion of cells in S/G2/M-phase in the LIP group (Figure 1E-F). These findings collectively suggest that periodontitis stimulates HSPC proliferation as part of a sustained hematopoietic inflammatory adaptation.

Moreover, expansion of the LSK—including HSC, MPP2/3, and MPP4—as well as myeloid progenitors (CMP, GMP, and NeuP), was observed in the LIP group compared to the Ctrl group, whereas lymphoid progenitors (CLP and pro_B) were predominantly derived from Ctrl mice (Figure 1G). Notably, the proportion of the myeloid-biased MPP2/3 subset within the LSK population increased in LIP mice, while the proportions of HSCs and the lymphoid-biased MPP4 subset decreased relative to controls (Figure 1H). These heterogeneous changes in HSPCs were validated by flow cytometry (Figure S1D). LIP-treated mice exhibited significantly increased frequencies and absolute numbers of LSK and MPP (CD48^+^CD150^-^LSK) cells in the BM compared to Ctrl mice on day 14 (Figure 1I and Figure S1E). In contrast, no significant differences were observed in the frequencies or numbers of LT-HSCs (Flt3^-^CD48^-^CD150^+^LSK) or ST-HSCs (Flt3^-^CD48^-^CD150^-^LSK) between groups (Figure S1F). Further analysis of MPP subsets revealed a notable increase in the frequency and number of myeloid-biased MPP3 cells (Flt3^-^CD48^+^CD150^-^LSK), along with a corresponding decrease in lymphoid-biased MPP4 cells (Flt3^+^CD48^+^CD150^-^LSK) in the LIP group. Moreover, LIP mice showed marked expansion of both CMPs (Lin^-^cKit^+^Sca1^-^CD16/32^-^CD34^+^) and GMPs (Lin^-^cKit^+^Sca1^-^CD16/32^+^CD34^+^), accompanied by a significant reduction in CLPs (Lin^-^CD127^+^Sca-1^lo^cKit^lo^) (Figure 1I and Figure S1E-F). Multicolor immunohistochemistry further confirmed increased abundance of LSK, CMP, and GMP populations in the BM of LIP mice compared with that in Ctrl mice (Figure 1J). Overall, these data indicate that local chronic inflammation leads to sustained hematopoietic adaptation in the BM, characterized by increased proliferation and a shift toward myeloid lineage differentiation in HSPCs.

### Periodontitis skews hematopoietic differentiation toward the neutrophil lineage

Hematopoiesis is a dynamic process governed by transcriptional programs that regulate cell fate decisions 29, 30. To elucidate the underlying mechanisms by which periodontitis drives myeloid bias, transcriptomic analysis was conducted on HSPCs derived from LIP and Ctrl mice. Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) in LSK cells revealed significant upregulation of terms associated with “neutrophil migration” and “respiratory burst”, while terms such as “lymphocyte differentiation,” “stem cell population maintenance,” and “regulation of lymphocyte activation” were enriched among downregulated genes (Figure 2A). To gain further insight into the impact of periodontitis on hematopoietic lineage differentiation, differentiation trajectory of representative progenitor populations—including LSK, CMP, GMP, NeuP, CLP, and pro_B—were inferred using scRNA-seq data (Figure S2A). The reconstructed trajectory comprised seven distinct cellular states. State 1, with the highest percentage of LSK cells, was positioned at the initiation of the trajectory, whereas states 5 and 6 dominated both ends of the differentiation trajectory (Figure 2B and Figure S2B). The trajectory predominantly comprised cells from the Ctrl group, with bifurcation into two branches primarily occupied by cells from either the LIP or Ctrl groups (Figure S2C). Mapping of Seurat clusters across the differentiation trajectory reinforced the relevance of pseudotime progression to lineage commitment and highlighted the differentiation specificity of each cellular state (Figure 2C). Notably, States 1 and 6, composed largely of LSK, CLP, and pro_B clusters, were enriched in the Ctrl group. In contrast, state 5—dominated by GMP and NeuP clusters—was expanded in the LIP group (Figure 2D and Figure S2D). Visualization of the distribution of representative progenitor subsets further confirmed that LSK cells in the LIP group preferentially underwent myeloid differentiation, particularly toward the neutrophil lineage, while lymphoid differentiation was more prominent in the Ctrl group (Figure 2E and Figure S2E-G).

Given that GMPs represent the most differentiated myeloid progenitor subset responsible for generating monocytes and neutrophils, the impact of periodontitis on myeloid progenitor cell fate decisions was further explored using an unbiased approach. All GMPs were classified into five subclusters, among which subcluster C0 was primarily enriched in the Ctrl group, while C1 was enriched in the LIP group (Figure 2F-G). GO enrichment analysis of cluster-specific marker genes revealed that C0 was associated with terms such as “mononuclear cell differentiation” and “negative regulation of granulocyte differentiation,” whereas C1 showed enrichment of pathways related to neutrophil activation (Figure 2H). In parallel, C1 demonstrated increased chromatin accessibility at transcription factor (TF) motifs associated with the CEBP family, including *Cebpa*, *Cebpb*, *Cebpd*, and *Cebpe* (Figure S2H), suggesting enhanced susceptibility to neutrophil lineage differentiation. Reconstruction of the lineage trajectory of GMP subclusters based on scRNA-seq data revealed that cells from the Ctrl group localized primarily at the initiation of the trajectory, while those from the LIP group occupied more terminal positions (Figure S2I-K). Periodontitis induced the development of GMPs toward the neutrophil lineage at the expense of monocytic differentiation, as indicated by the dynamic changes in monocytic signature genes (*F13a1*, *Irf8*, and *Ly86*) and neutrophil-associated genes (*Camk1d*, *S100a8*,* and S100a9*) along the trajectory (Figure 2I). Collectively, these data suggest that periodontitis leads to transcriptomic reprogramming of HSPCs, resulting in a skewed differentiation toward neutropoiesis while suppressing lymphopoiesis and monocytopoiesis. To further support these findings, colony-forming unit (CFU) assays were conducted using BM cells from Ctrl and LIP mice. Seven days post-assay, a marked increase in CFU-granulocyte (CFU-G) and CFU-granulocyte and monocyte (CFU-GM) colonies was observed in the LIP group compared to the Ctrl group (Figure 2J-K), providing functional evidence for enhanced granulocytic potential under inflammatory conditions, consistent with a shift toward neutropoiesis bias.

In addition, GO enrichment analysis of significantly upregulated genes in NeuP from LIP mice revealed enrichment in pathways related to “protein folding,” “response to endoplasmic reticulum stress,” and “response to lipopoly-saccharide (Figure S2L). Notably, marker genes associated with neutrophil activation, such as *Camk1d*, *Prtn3*, *Elane*, and *MPO*, were also upregulated in LIP-derived NeuP (Figure S2M). Overall, these findings suggest that NeuP from LIP mice exhibit a hyperinflammatory phenotype, indicating that local chronic inflammation promotes neutrophil priming.

### Visualizing gene regulatory features during periodontitis-induced neutropoiesis bias

To investigate gene regulatory dynamics during periodontitis-driven neutropoiesis bias, tran-scriptomic and chromatin accessibility changes were analyzed along continuous differentiation trajectories. Lineage differentiation trajectories were first constructed using both scRNA-seq and scATAC-seq data, which showed consistent patterns (Figure 3A). To visualize the complete repertoire of dynamic regulatory profiles, regulatory elements were ordered based on their accessibility changes along inferred myeloid and lymphoid trajectories and grouped into six clusters. These dynamic regulatory elements and their associated genes aligned with sequential differentiation states (Figure 3B and Figure S3A). Genes linked to early myeloid pseudotime were enriched in GO terms such as “positive regulation of leukocyte activation” and “regulation of hemopoiesis,” whereas genes activated later along the myeloid trajectory were associated with “granulocyte migration” and “myeloid leukocyte activation” (Figure 3C). In contrast, genes active in the late lymphoid pseudotime were enriched for terms including “B cell proliferation” and “lymphoid progenitor cell differentiation” (Figure S3B). To identify potential TFs governing these regulatory programs, motif enrichment analysis was performed across regulatory element clusters (Figure 3D and Figure S3C). TF motifs enriched during intermediate and late stages of myeloid differentiation included key regulators of neutrophil lineage such as *Cebpa*, *Cebpb*, *Cebpd*, and *Cebpe* (Figure 3D). To further characterize the TF-driven regulatory dynamics of hematopoiesis, TF gene scores were correlated with chromVAR-derived TF deviation scores across pseudotime. Toward the final stage of the lymphoid lineage trajectory from LSK to the pro_B, TF such as *Foxo1*, *Foxj2*, *Tcf12*, and *Rbpjl* were identified as positive regulators of lymphoid differentiation (Figure S3D). Motif accessibility for *Rarg* and *Nr2f6* was elevated during early and intermediate stages of the lymphoid lineage trajectory but decreased upon differentiation into lymphoid progenitors (Figure S3D). Notably, *Rarg* and *Nr2f6* motif accessibility remained high during the transition from LSK to GMP and NeuP, suggesting potential roles in promoting neutropoiesis (Figure 3E). To investigate TF coordination during neutropoiesis, genome-wide synergy and correlation patterns of motif family accessibility were analyzed (Figure 3F). Two broad classes of motifs were identified: (1) early-activity motifs such as *Runx1*, *Ascl2*, *Wt1*, *Mecom*, and *Lhx3*, which exhibited high synergy and correlation and were primarily associated with stem cell maintenance at the onset of neutropoiesis; and (2) late-activity motifs including *Rarb*, *Rarg*, *Nr2f6*, and *Pparg*, which were highly intercorrelated and implicated in skewing hematopoietic lineage differentiation toward neutrophils. These findings highlighted key TFs potentially regulating neutropoiesis during inflammatory hematopoiesis. Increased accessibility of *Ascl2* and *Runx1* motifs were observed in the LSK cluster, supporting their roles in stem cell self-renewal and maintenance (Figure 3G). In parallel, progression along the neutrophil lineage was accompanied by increased accessibility of motifs for *Nr2f6*, *Rarg*, *Rarb*, and *Rxra*, and decreased accessibility of motifs associated with lymphoid regulators such as *Tcf12*,* Lhx3*, *Rbpjl*, *Foxo1*, *Foxj2*, and *Foxf1* (Figure 3H and Figure S3E).

TF deviation scores and variation analyses were subsequently used to identify differentially enriched positive TF regulators in LSK cells from Ctrl and LIP groups. Stemness-associated TFs, including *Ascl2*, *Runx1*, *Sox6*, *Mecom*, *Wt1*, and *Lhx3*, as well as lymphoid differentiation TFs such as *Foxo1*, *Foxf1*, *Foxj2*, *Tcf12*, and *Rbpjl*, were enriched in the Ctrl group. In contrast, *Rarg* and *Nr2f6*, TFs implicated in neutropoiesis, were enriched in the LIP group (Figure 3I). Collectively, integrated pseudotime-based analysis of TF activity identified distinct sets of positive regulators that support HSC stemness and lymphoid lineage differentiation under homeostatic conditions, while facilitating neutropoiesis during local chronic inflammation. Among these, *Rarg* and *Nr2f6* were identified as the most likely regulators mediating the neutropoiesis bias induced by local chronic inflammation.

### Periodontitis induces neutrophil priming

Flow cytometry was used to evaluate the impact of periodontitis on BM immune cell composition. A marked increase in neutrophil frequency was observed, accompanied by a reduction in lymphocyte populations, including B cells, CD4^+^ T cells, and CD8^+^ T cells (Figure S4A). Subsequently, alterations in major leukocyte lineages were characterized in peripheral blood (PB) samples from Ctrl and LIP mice after 14 d of silk ligation, employing mass cytometry (CyTOF) to profile surface marker expression (Figure 4A-C). Consistent with BM findings, a higher proportion of neutrophils and reduced lymphocyte frequencies were observed in LIP mice compared to Ctrl mice (Figure 4D). These results were further validated by flow cytometric analysis of PB immune cell composition (Figure S4B). Unsupervised cluster analysis of PB neutrophils revealed a markedly higher proportion of Cluster 04 (CD62L^-^ neutrophils) and a lower proportion of Cluster 11 (CD62L^+^ neutrophils) in LIP mice relative to Ctrl mice (Figure 4E-G and Figure S4C). To further characterize the activation status of circulating neutrophils, expression levels of established surface markers, including CD11b, CD66a, and CD62L, were assessed. Neutrophils from LIP mice exhibited significantly increased expression of CD11b and CD66a, along with reduced CD62L expression (Figure S4D), indicating a primed activation state in the context of periodontitis. To further investigate neutrophil priming, transcriptomic integration of Smart-seq2 data from PB neutrophils and RNA-seq data from BM neutrophils identified 565 DEGs that were commonly upregulated (Figure 4H-I). 

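For the PB part of this comparison, CD45+CD11b+Ly6G+ neutrophils were sorted from the blood of mice after 14 d of silk ligation (LIP) or without ligation (Ctrl), and 3 libraries were made per group, each from the pooled neutrophils of 5 mice. Smart-seq2 copies full-length mRNA into cDNA and amplifies it by PCR, so that small amounts of RNA can be sequenced, but it attaches no molecular identifiers, and reads are not independent molecules. The authors deposited, for each library, the number of reads counted on each gene and the FPKM value computed from it (fragments normalized to gene length and library total). The read counts summed to 53059029, 54358483 and 52301060 in the Ctrl libraries and to 56504173, 57262379 and 52186555 in the LIP libraries. Counts were listed for 29097 genes with Ensembl mouse identifiers and GRCm38 coordinates, and the 10440 genes with a mean FPKM of at least 1 were tested with edgeR's quasi-likelihood test after TMM normalization, which assumes that most genes do not change. The normalization factors were 1.14, 1.10 and 1.12 in Ctrl and 0.887, 0.888 and 0.902 in LIP. Haemoglobin genes took 14.8% ± 0.237 of the counts in Ctrl (SD, n = 3) and 1.58% ± 0.0318 in LIP (SD, n = 3), and the 21 mature neutrophil genes listed for comparison took 3.27% ± 0.0896 and 7.43% ± 0.00441 (SD, n = 3 each), so the composition of the libraries differed between the groups. The first principal component carried 68.6% of the variance. The BM libraries were not analysed here.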

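In PB neutrophils, 6225 of the 10440 genes tested differed between LIP and Ctrl mice at an unadjusted p under 0.05, of which 3021 were higher and 3204 lower in LIP. With Benjamini-Hochberg adjustment of the p-values from edgeR's quasi-likelihood test, 5601 genes were under 0.05, 2766 higher and 2835 lower. In 63.41% of the genes tested, the values of the 3 LIP libraries did not overlap those of the 3 Ctrl libraries, which chance would give for 10%. The adjusted count moved most when libraries were scaled on the mature neutrophil genes, where 8870 genes passed, 154 higher and 8716 lower. Among genes with a mean FPKM of at least 10 and no overlap between groups, *Entpd3* (ENSMUSG00000041608, chromosome 9 from 120539818 to 120568327) rose most, from 12.3 ± 2.55 to 103 ± 9.05 CPM (TMM-normalized counts scaled to library total; SD, n = 3 each). Its log2 fold change was 3.07 (standard error 0.181, adjusted p = 5.14e-07 from edgeR). The next highest were *Snai1*, *Steap4*, *Mrgpra2a* and *Lrg1*, with log2 fold changes of 2.76, 2.73, 2.66 and 2.66. *Lrg1* (ENSMUSG00000037095, chromosome 17 from 56119678 to 56122001) was the most abundant of these 5, at 940 ± 74.0 CPM in Ctrl and 5938 ± 54.8 in LIP (SD, n = 3 each). With each library left out in turn, these 5 genes stayed under an adjusted p of 0.05 in all 6 fits. The lowest genes included the haemoglobin pseudogene *Hbb-bh3* and the antisense transcript *Gm15564*, which had no read in the 3 LIP libraries, and *Gm15564* overlaps *Kpna1* and *Parp9* on the opposite strand, between which the counting could have divided reads. *Gm42889*, *Gm44174* and the immunoglobulin gene *Igkv4-63*, a member of a multigene family, had log2 fold changes of -4.89, -4.25 and -3.70.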

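The Gene Ontology terms shown in Fig. 4J were tested on the PB libraries alone, with the 3021 genes higher in LIP at an unadjusted p under 0.05 against all 10440 genes tested, using the direct annotations in the deposited table and one-sided Fisher's exact tests. Of these background genes, 28.9% were higher in LIP. Of the 19 terms, 18 had a gene tested, and 9 passed a Benjamini-Hochberg adjusted p of 0.05. For neutrophil chemotaxis, 31 of 43 genes were higher in LIP (adjusted p = 1.01e-07). For response to lipopolysaccharide the number was 63 of 117 (adjusted p = 1.11e-07), and for regulation of inflammatory response 31 of 56 (adjusted p = 0.000182). Respiratory burst had 8 of 9 genes higher (adjusted p = 0.00109), regulation of tumor necrosis factor production 9 of 11 (adjusted p = 0.00109), response to oxidative stress 40 of 90 (adjusted p = 0.00271) and positive regulation of cytokine production 11 of 17 (adjusted p = 0.00467). Neutrophil degranulation, with 2 of 3 genes higher, did not pass (adjusted p = 0.243), nor did neutrophil activation, with 5 of 8 (adjusted p = 0.0900), and chemokine production had no gene tested. Without the filter on low genes, 15 of the terms passed, with quantile normalization of FPKM in limma 7, and with scaling on the mature neutrophil genes 6. A larger share of neutrophil RNA in the LIP libraries would also raise terms made of neutrophil genes. These tests cannot tell it apart from changes within neutrophils.
Among 7 lists of neutrophil genes, 6 ranked higher in LIP than the other genes at an adjusted p under 0.05 (limma's camera method, Benjamini-Hochberg adjustment). With quantile normalization 5 ranked higher, and with scaling on the mature neutrophil genes 3 ranked higher and 1 lower. Other splits of the same 6 libraries, each of which keeps 2 libraries of one condition together in a group, gave 3 to 6 lists that ranked apart from the other genes in either direction. Genes of the following lists are called higher at an adjusted p under 0.05 from edgeR. The 6 subunits of the phagocyte NADPH oxidase were all higher, with a median log2 fold change of 1.05. Of 16 chemotaxis receptors and adhesion molecules, 15 were higher (median log2 fold change 1.61), among them *Cxcr2* (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) with 2.07 (standard error 0.0765, adjusted p = 5.31e-08). Of 18 cytokines and chemokines, 14 were higher (median 1.26), and *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), which overlaps the antisense gene *Il1bos*, changed by 1.90 (standard error 0.0751, adjusted p = 5.92e-08). Of 18 secondary and tertiary granule genes, 17 were higher (median 1.59), whereas none of 5 primary granule genes was higher (median -0.32). The mature neutrophil list rose by a median of 1.61, and the B cell, T cell and erythroid lists had medians of -2.57, -2.41 and -2.92 in the same libraries. Scaling on the mature neutrophil genes lowers every gene by about the rise of those genes, and under it the medians were -0.53 for the NADPH oxidase list, 0.04 for chemotaxis receptors, -0.30 for cytokines and 0.02 for secondary and tertiary granule genes. The rise of these lists with TMM therefore cannot be told apart from a larger share of neutrophil RNA in the LIP libraries.

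**Figure D1:**
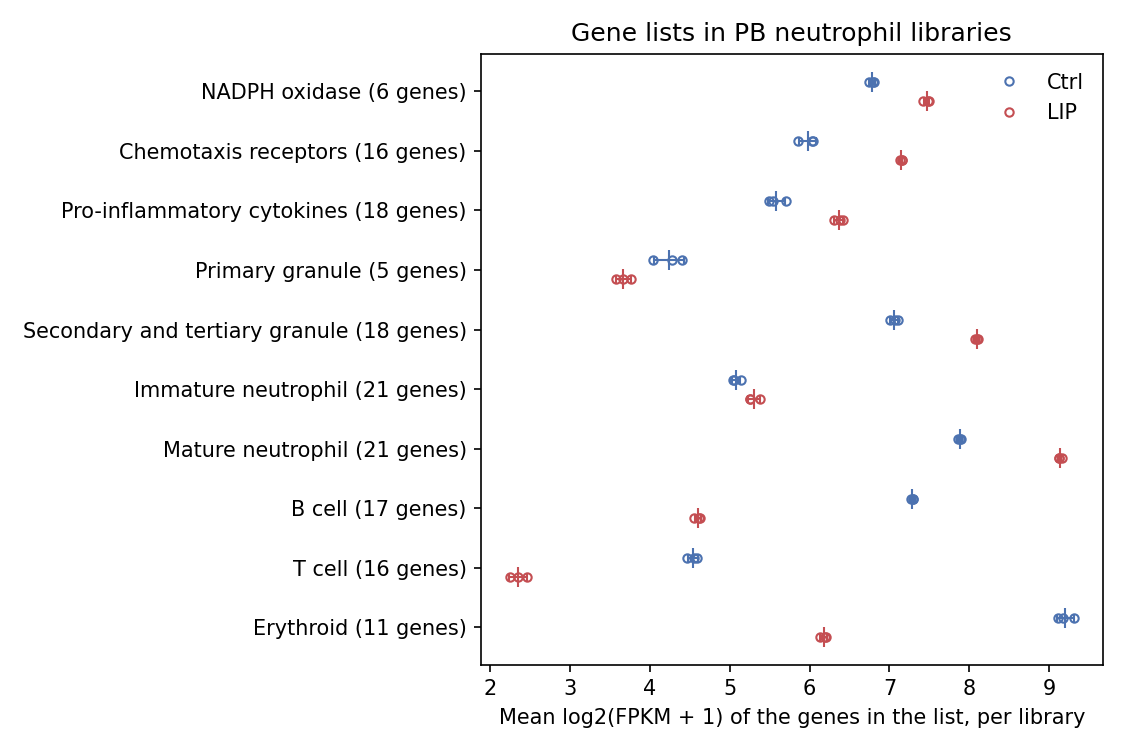
Mean log2(FPKM + 1) of each gene list (horizontal axis) in each PB neutrophil library, with 3 Ctrl libraries as blue circles and 3 LIP libraries as red circles; vertical ticks are group means and horizontal bars are SDs. The mature neutrophil list lies at 7.88 in Ctrl and 9.13 in LIP, and the B cell list at 7.29 and 4.60.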

GO enrichment analysis of these DEGs revealed significant upregulation of pathways associated with reactive oxygen species (ROS) production, chemotaxis, cytokine and chemokine production, degranulation, and respiratory burst, suggesting transcriptional reprogramming of neutrophils toward a pro-inflammatory phenotype (Figure 4J). Functional assays confirmed this shift, as neutrophils from LIP mice displayed increased production of pro-inflammatory cytokines (IL-1β, IL-6, and TNF-α), elevated ROS levels, and enhanced neutrophil extracellular trap (NET) formation following lipopolysaccharide (LPS) stimulation, compared to neutrophils from Ctrl mice (Figure 4K-N). Collectively, these findings suggest that local chronic inflammation associated with periodontitis promotes expansion of the neutrophil population in both BM and peripheral circulation and primes these cells toward a pro-inflammatory phenotype, thereby enhancing responsiveness to systemic inflammatory stimuli.

### Periodontitis-induced neutrophil priming contributes to periodontitis-arthritis comorbidity

Consistent with epidemiological studies 9, 31, mice subjected to LIP exhibited significantly more severe arthritic damage than Ctrl mice when assessed using the collagen antibody-induced arthritis (CAIA) model, which recapitulates key features of human arthritis 32 (Figure S5A-F). Given the established role of dysregulated neutrophil activation in arthritis pathogenesis 33, 34, the contribution of neutrophil priming to periodontitis-exacerbated arthritis was examined. Histological analysis of ankle joint lesions demonstrated a higher infiltration of neutrophils, indicated by myeloperoxidase-positive (MPO^+^) staining, in LIP + CAIA mice compared to Ctrl + CAIA mice (Figure 5A). NETs were abundant in the ankle joint sections from LIP + CAIA mice but were scarcely detected in Ctrl + CAIA mice, as quantified by the percentage of citrullinated histone H3 (citH3)-positive areas within MPO^+^ regions (Figure 5B). An *in vitro* chemotaxis assay demonstrated that neutrophils isolated from LIP mice exhibited enhanced migratory activity relative to those from Ctrl mice (Figure S5G-H). To directly assess the homing capacity of neutrophils from Ctrl and LIP mice to inflamed ankle joints in the CAIA model, adoptive transfer experiments were performed. Equal numbers of neutrophils isolated from CD45.2 Ctrl or LIP mice were intravenously administered into CD45.1 CAIA recipient mice (Figure 5C). Flow cytometric analysis showed increased accumulation of donor-derived neutrophils in the synovium of mice that received LIP-derived neutrophils, indicating enhanced homing capacity (Figure 5D). For *in vivo* tracking, fluorescently labeled neutrophils were intravenously administered to CAIA recipient mice. Imaging performed 20 h post-injection fluorescence imaging revealed significantly stronger fluorescence signals in mice receiving LIP-derived neutrophil, suggesting enhanced homing to inflamed joints (Figure 5E-F). Notably, the transfer of primed neutrophils from LIP mice led to a pronounced exacerbation of arthritis symptoms in recipient mice, compared to those receiving neutrophils from Ctrl mice (Figure 5G-H and Figure S5I-L). Functional blockade of neutrophils using anti-Ly6G monoclonal antibodies (mAbs) in the CAIA model (Figure 5I) effectively abrogated the pro-inflammatory effects associated with periodontitis. LIP mice no longer exhibit aggravated arthritis severity following neutrophil depletion, indicating that neutrophil activity is essential for mediating this comorbidity (Figure 5J and Figure S5M-P). These findings demonstrate that local inflammation-induced neutrophil priming plays a key role in the development of inflammatory comorbidities, including arthritis.

### IFN-I mediates neutropoiesis bias and neutrophil priming in periodontitis

To explore the intricate mechanisms by which periodontitis drives neutropoiesis bias, GO enrichment analysis was performed on DEGs in LSK cells, NeuPs, and neutrophils. 

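In PB neutrophils, the Gene Ontology terms on type I IFN shown in Fig. 4J were tested in the same way as the other terms. The term type I interferon signaling pathway covers 17 genes in the deposited table, of which 15 were tested and 12 were higher in LIP at an unadjusted p under 0.05, a share of 80.0% (adjusted p = 0.000275 from the one-sided Fisher's exact test). Some of its genes, among them the *Ifitm* copies, are also on the heatmap of Fig. 6C, so term and heatmap are not separate results. Type I interferon production, with 4 of 6 genes higher (adjusted p = 0.0934), and cellular response to type I interferon, with 2 of 3 (adjusted p = 0.243), did not pass. Regulation of innate immune response, with 13 of 19 genes higher, did (adjusted p = 0.00109).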

Significant enrichment of genes associated with the IFN-I signaling pathway was observed in the LIP group (Figure 2A, Figure S2L, and Figure 4J). During the differentiation transition from LSK cells to GMP and NeuP, enrichment of JAK/STAT signaling-related terms was detected, along with increased chromatin accessibility at the *Stat1* motif, suggesting activation of IFN-I signaling pathway-associated transcriptional programs (Figure 3C-E). Genome browser track analysis revealed increased chromatin accessibility at the *Ifitm1* locus and near the promoter region of the *Ifna1* gene in LSK cells from LIP mice compared to Ctrl mice (Figure 6A). 

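In a preranked GSEA of the 10440 PB genes by the signed root of edgeR's F statistic, the 15 tested genes annotated to the type I interferon signaling pathway had a normalized enrichment score of 2.06 (p = 2.21e-05, from gene permutations, which do not measure the spread between libraries). Other splits of the same 6 libraries, each with 2 LIP libraries in one group and 2 Ctrl libraries in the other, gave scores of 1.29 to 1.95 toward the group with 2 LIP libraries. The Reactome set for interferon alpha/beta signaling, with 12 genes tested, had a score of 1.57 (p = 0.0313, from gene permutations). With the libraries scaled on the mature neutrophil genes, the score of the 15 genes was -0.79 and did not pass (p = 0.773, from gene permutations). The median log2 fold change of all genes was -1.67 under that scaling, so the sign of this score does not show a reversal. Of the 15 genes, 11 were higher in LIP at an adjusted p under 0.05 from edgeR's quasi-likelihood test and none was lower. The leading edge held 10 genes, among them *Ifitm1*, *Ifitm6*, *Myd88*, *Ifitm3*, *Ifitm2*, *Oas2*, *Irf7*, *Ifnar2* and *Trex1*. All of these named genes except *Ifnar2* and *Trex1* are also on the heatmap of Fig. 6C, so the score is not separate support. The *Ifitm* genes are copies that may share reads, and gene permutations treat them as separate genes.
Interferon-stimulated genes that are not on the heatmap of Fig. 6C were listed by hand before the data were examined. The 71 of them that were tested had a median log2 fold change of 0.32. At an adjusted p under 0.05 from edgeR, 30 were higher and 10 lower, with the adjustment made over all genes or over the list alone. The numbers higher and lower were 19 and 20 with library totals, 19 and 19 in limma on log2(FPKM + 1), and 1 and 58 with scaling on the mature neutrophil genes. In limma's camera method the list ranked above the other genes at a threshold of 0.05, a call that was lost in several other settings, among them a mean FPKM of at least 5, quantile normalization, where the median was 0.25, DESeq2 and library totals. The largest changes went both ways. *Oas1g* rose by 2.26 on the log2 scale (standard error 0.205, adjusted p = 8.14e-06), while *Ube2l6* fell by 2.60 (standard error 0.144, adjusted p = 3.54e-07) and *Pml* fell by 1.97 (standard error 0.192, adjusted p = 1.33e-05). The mean log2(FPKM + 1) of this list did not separate the groups, at 3.90 ± 0.0906 in Ctrl and 3.87 ± 0.0487 in LIP (SD, n = 3 each, two-sided exact permutation test, p = 0.6).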

Gene set enrichment analysis (GSEA) further demonstrated positive correlation with the IFN-I signaling pathway in neutrophils from LIP mice compared to those from Ctrl mice (Figure 6B), consistent with the upregulation of IFN-I response genes in LIP-derived neutrophils (Figure 6C). Elevated expression of *Ifna1* and *Ifnb1* was detected in gingival tissues of LIP mice relative to Ctrl mice (Figure 6D), and correspondingly, significantly higher levels of IFNα and IFNβ were found in both BM extracellular fluid and serum in the LIP mice compared to Ctrl group (Figure 6E). Collectively, these findings suggest that IFN-I produced locally in gingival tissues may enter the systemic circulation and act on the BM to promote neutropoiesis bias through activation of the IFN-I signaling pathway.

To functionally validate the role of IFN-I, CFU assays were performed using BM cells from wild-type (WT) mice cultured in media supplemented with serum or BM extracellular fluid from either Ctrl or LIP mice. After 7 d, cultures supplemented with LIP-derived serum or BM extracellular fluid exhibited a marked increase in CFU-G and CFU-GM colonies compared to controls (Figure 6F-G). In a parallel experiment, CFU assays performed in IFN-I-free or IFN-I-supplemented media revealed a significant increase in CFU-G and CFU-GM colonies in the IFN-I treatment group compared to controls (Figure 6H), supporting a direct role for IFN-I in mediating neutropoiesis bias in the context of periodontitis.

Next, to identify the target cells of IFN-I in the BM, expression of the IFN-I receptor subunit *Ifnar1* was examined. Significantly elevated *Ifnar1* expression was observed in LSK, CMP, GMP, and NeuP populations from LIP mice compared to Ctrl mice (Figure 6I-J), suggesting that IFN-I may act directly on these cell populations by activating IFN-I signaling in these cells to induce skewed neutropoiesis in periodontitis. To functionally link IFN-I signaling to LIP-induced skewed neutropoiesis, Ifnar1-deficient (Ifnar1^-/-^) mice, which lack the IFN-I receptor, were utilized. In these mice, LIP-induced neutropoiesis bias was abolished, as evidenced by the absence of significant differences in the frequencies of myeloid-biased MPP3, CMP, and GMP populations between Ctrl and LIP groups, in contrast to the skewing observed in WT mice (Figure 6K). Similarly, treatment of Ctrl and LIP mice with a neutralizing antibody targeting the IFNα/β (IFNα/βR) receptor abrogated the LIP-induced skewed neutropoiesis (Figure 6L). Moreover, IFNα/βR blockade in LIP mice reversed the increase in neutrophil abundance in both BM and PB observed in untreated LIP mice (Figure 6M). Neutralization of IFNα/βR also suppressed the pro-inflammatory phenotype of LIP-primed neutrophils, as reflected by reduced ROS production and diminished release of pro-inflammatory cytokines upon LPS stimulation (Figure 6N-O). Together, these results establish a critical role for IFN-I signaling in regulating neutropoiesis bias and neutrophil priming in the setting of periodontitis.

To investigate whether inhibition of IFN-I signaling ameliorates arthritis symptoms in the context of periodontitis, arthritis was induced in Ctrl and LIP mice treated with anti-IFNα/βR mAb or isotype control. Anti-IFNα/βR mAb treatment eliminated periodontitis-associated arthritis exacerbation, as evidenced by comparable levels of hind paw thickness, bone erosion, synovial inflammation, and cartilage destruction between Ctrl + CAIA and LIP + CAIA groups receiving anti-IFNα/βR mAb (Figure S6A-E). To further explore the mechanism by which IFN-I blockade alleviates periodontitis-aggravated arthritis, CAIA mice that had previously received adoptive transfer of periodontitis-primed neutrophils were treated with either anti-IFNα/βR or isotype control (Figure S6F). Mice receiving anti-IFNα/βR mAb exhibited significantly improved arthritis outcomes compared to the isotype control group (Figure S6G-J). These findings suggest that the therapeutic potential of IFN-I signal inhibition in periodontitis-aggravated arthritis is predominantly mediated through the modulation of neutropoiesis bias and neutrophil priming.

Additionally, TF regulatory network analysis revealed that *Rarg* and *Nr2f6* are linked to IFN-I signaling-associated genes (Figure S6K). Supporting their regulatory potential, genome browser track analysis showed increased chromatin accessibility at the *Stat1* locus in LSK cells from LIP mice (Figure S6L). Furthermore, motif scanning using TFBStools identified high-confidence *Rarg* and *Nr2f6* binding sites within the *Stat1* promoter region (homology >85%, binding score >8; Table S1). These results suggest that *Rarg* and *Nr2f6* may directly regulate *Stat1* expression and functionally contribute to IFN-I signaling-driven neutropoiesis in the context of periodontitis.

### Periodontal inflammation resolution alleviates arthritis progression by reversing neutropoiesis bias

To investigate the impact of resolving local chronic inflammation on hematopoietic inflammatory adaptation and associated comorbidities, a comprehensive evaluation was conducted in mice subjected to three conditions: 14 d of LIP followed by 14 d of resolution via ligature removal (14dL/14dR), 28 d of continuous LIP (28dL), and naive controls rested for 28 d (NL). Levels of growth factors (G-CSF), inflammatory cytokines (IFN-γ, IL-1α, IL-6, IL-12p70, IL-13, and TNF-α), and chemokines (KC, MCP-1, MIP-1α, MIP-1β, and RANTES) in BM extracellular fluid and serum, which were elevated after 28 d of LIP exposure, returned to baseline following resolution of periodontitis (Figure 7A). A similar normalization trend was observed for IFN-I levels (Figure 7B). Analysis of BM hematopoiesis revealed that hematopoietic activation and skewed neutropoiesis induced by periodontitis were no longer detectable in mice undergoing resolution. In particular, no significant differences were observed in the proportions of HSPC subsets between the 14dL/14dR and NL groups (Figure 7C and Figure S7A). Similarly, neutrophil counts in BM and PB were not significantly different between 14dL/14dR and NL mice (Figure 7D), indicating that resolution of periodontal inflammation quantitatively restores neutropoiesis to homeostatic levels.

Next, the persistence of periodontitis-induced neutrophil reprogramming following inflammation resolution was investigated. After ligature removal, the capacity of neutrophils to generate ROS, release pro-inflammatory mediators, and form NETs in response to LPS stimulation was significantly reduced in 14dL/14dR mice compared to the 28dL group, although responses remained heightened relative to the NL group (Figure 7E-G and Figure S7B). The *in vivo* response to LPS was further examined, revealing that 72 h after a single intraperitoneal injection of LPS, the frequency of CD11b^+^Ly6G^+^ neutrophils in the PB of 14dL/14dR mice was significantly lower than that of 28dL mice and significantly higher than that of NL mice (Figure 7H). In the context of CAIA, 28dL mice exhibited more severe arthritis compared to both NL and 14dL/14dR mice, as indicated by significantly increased paw thickness and aggravated histopathological features in the ankle joints. However, 14dL/14dR mice also showed greater susceptibility to CAIA than NL mice (Figure 7I and Figure S7C). Altogether, these data strongly support that while resolution of local periodontal inflammation reverses neutropoiesis bias and partially restores neutrophil function, it does not fully eliminate the effects of innate immune training.

## Discussion

This study demonstrates that IFN-I-mediated neutropoiesis bias underlies the development and progression of inflammatory comorbidities. Using the periodontitis-arthritis axis as a model, elevated IFN-I levels induced by experimental periodontitis were shown to drive transcriptional and epigenetic reprogramming of HSPCs, promoting their inflammatory adaptation. These inflammatory adaptations skew hematopoietic differentiation toward the neutrophil lineage, resulting in increased production of primed neutrophils that contribute to the aggravation of comorbid inflammatory conditions, including arthritis. Furthermore, resolution of local inflammation effectively reverses these transcriptional and functional alterations in HSPCs, inhibiting neutrophil lineage skewing and thereby alleviating the associated inflammatory burden.

Hematopoiesis—the dynamic process by which HSPCs generate blood cell lineages—is susceptible to disruption by inflammatory stimuli 16, 18, 19, 35. Through single-cell multiomics sequencing, this study characterized HSPC heterogeneity and delineated hematopoietic lineage differentiation trajectories in response to periodontitis. While previous single-cell investigations of inflammation-associated hemato-poiesis have predominantly focused on LSK or GMP cell populations 15, 36, 37, yielding limited insight into the complex landscape of hematopoiesis, the present study was designed to address this knowledge gap. By profiling a broader population of lin^-^ckit^+^ cells, encompassing both LSK cells and downstream progenitors, sixteen distinct HSPC clusters were identified, demonstrating that periodontitis skews hematopoiesis toward myelopoiesis while reducing lymphopoiesis. Additionally, pseudotime analysis of GMP subclusters suggested that periodontitis induces a lineage bias within GMPs, favoring neutrophil over monocyte differentiation. These findings provide a high-resolution transcriptional and epigenetic landscape of inflammation-regulated hematopoiesis, highlighting how local chronic inflammation alters the BM niche and contributes to systemic immune dysregulation.

Although neutrophils are released from the BM at a steady rate under homeostatic conditions, the mechanisms by which HSPCs direct lineage fate toward neutropoiesis remain elusive 38. Master TFs serve as critical regulators of cell-fate reprogramming 39. In the present study, intrinsic gene regulatory signatures governing hematopoietic lineage differentiation were deciphered using single-cell multiomics profiling. By examining the trajectories of neutrophil production, a set of potential lineage-specific TFs involved in the regulation of neutropoiesis was identified, including *Rarb*, *Rarg*, *Nr2f6*, and *Pparg*. Previous research has predominantly focused on TFs, such as PU.1, GFI1, C/EBPα, and C/EBPε 40-44, which are associated with steady-state neutropoiesis; thus, knowledge of additional regulatory TFs remains limited. These findings may provide new insight into pioneering drivers of cell fate transitions that orchestrate neutrophil lineage specification. Furthermore, comparison of TF deviation scores in LSK cells from periodontitis and control mice revealed that periodontitis may facilitate neutropoiesis by increasing the accessibility of *Rarg* and *Nr2f6*. These observations highlight regulatory mechanisms underlying the skewed differentiation of HSPCs toward the neutrophil lineage in response to inflammation.

HSPCs possess the ability to sense systemic inflammatory signals and respond through increased proliferation and lineage skewing 16, 18, 19, 35. Consistent with existing literature 45-47, periodontitis was found to elevate levels of various growth factors and inflammatory mediators, including G-CSF, IFN-γ, IFN-I, IL-1α, IL-6, and TNF-α. In the context of chronic disorders such as asthma 48 and chronic myelogenous leukemia 49, mediators like G-CSF and IL-6 have been previously identified as disruptors of the hematopoietic hierarchy. Pertaining to periodontitis, IL-1 has been reported to promote trained myelopoiesis 15. Building on these findings, the present study identifies IFN-I as a key contributor to neutropoiesis bias during periodontitis. Despite the absence of exogenous pathogens in the LIP model, IFN-I levels were significantly elevated in gingival tissues, serum, and BM extracellular fluid. Previous studies have demonstrated that tissue damage and cell death can trigger the release of damage-associated molecular patterns, such as mitochondrial DNA, which activate the cGAS-STING pathway in DCs and macrophages, leading to IFN-I production 50, 51. Given the extensive tissue damage and cell death occurring in inflamed gingival tissues of LIP mice, it is plausible that IFN-I is induced through this mechanism. Once released, IFN-I may enter the circulation and reach the BM, where activation of IFN-I signaling in HSPCs ultimately promotes neutrophil lineage skewing. Nevertheless, additional studies are required to fully elucidate the cellular sources and upstream triggers of IFN-I in periodontitis.

IFN-I signaling plays a central role in the pathogenesis of inflammatory and autoimmune diseases such as systemic lupus erythematosus and rheumatoid arthritis, primarily through the regulation of immune cell activation, cytokine production, and antigen presentation at sites of inflammation 52. However, the potential contribution of IFN-I signaling to the systemic dissemination of local inflammation and the development of distant inflammatory comorbidities—particularly through modulation of central immune processes such as hematopoiesis—remains largely unexplored. The present study addresses this gap by demonstrating that local periodontal inflammation activates IFN-I signaling in the BM, resulting in hematopoietic differentiation skewing toward the neutrophil lineage. These neutrophils exhibit heightened inflammatory properties and exacerbate distal comorbid arthritis. This establishes a feed-forward loop in which IFN-I signaling not only modulates mature immune cell function but also reprograms HSPCs, thereby amplifying the systemic consequences of localized inflammation. These findings extend the functional scope of IFN-I signaling and provide novel mechanistic insight into the contribution of chronic oral inflammation to the progression of distant inflammatory comorbidities.

Clinical evidence has demonstrated that white blood cell count is longitudinally associated with periodontitis severity in a dose-dependent manner 53. Furthermore, circulating neutrophils from patients with periodontitis show elevated production of pro-inflammatory mediators following inflammatory stimulation, compared to neutrophils from healthy individuals 23, 54, 55. However, the precise role of neutrophil priming in mediating distal organ damage remains to be fully elucidated. The present findings demonstrate that periodontitis-primed neutrophils exhibit enhanced homing capacity to inflamed arthritic joints and contribute to exacerbated disease severity. Notably, functional blockade of neutrophils using Ly6G-specific antibodies effectively mitigated the aggravating effects of periodontitis on arthritis. These observations suggest that circulating primed neutrophils serve as a mechanistic link between local periodontal inflammation and distant organ comorbidities. Beyond arthritis, excessive recruitment and hyperreactivity of neutrophils have also been implicated in the pathogenesis of other chronic diseases, such as atherosclerosis, diabetes, and non-alcoholic fatty liver disease 56-58. Thus, neutropoiesis bias may represent a common mechanistic pathway through which local chronic inflammation drives the progression of distal organ comorbidities.

Local chronic inflammation represents a significant risk factor for the development and progression of distal organ comorbidities. Li et al. reported that periodontitis may exacerbate symptoms of comorbidities through maladaptive BM-mediated trained innate immunity, with a focus on trained myelopoiesis 15. In contrast to myelopoiesis described in previous studies 15, 36, the present findings demonstrate that periodontitis does not uniformly enhance all myeloid cell output, but instead selectively skews hematopoiesis toward the neutrophil lineage, unveiling the functional role of primed neutrophils within the periodontitis-BM-arthritis axis. Importantly, resolution of local inflammation reverses HSPC adaptations and normalizes neutrophil output. Following ligature removal, neutrophil hyper-responsiveness to LPS and arthritis severity were significantly reduced in comparison to the persistent inflammation group (28dL), although responses remained elevated relative to healthy controls (NL). Given the short lifespan of neutrophils (~2.3 d from BM commitment to release, with a circulatory half-life of 9-18 h), the persistence of primed neutrophils throughout the 14 d recovery period is unlikely 22, 59, 60. Instead, the sustained responsiveness observed in the 14dL/14dR group likely reflects epigenetic or metabolic reprogramming at the progenitor level, consistent with features of trained immunity 15. Collectively, these findings emphasize the importance of early and sustained control of local inflammation to prevent long-term immune dysregulation and distal organ involvement.

This study has several limitations. Although the findings underscore the role of IFN-I in driving neutropoiesis bias, the cellular source of IFN-I and the specific target cell populations mediating this effect remain undefined. Additionally, while bioinformatic analyses suggest that *Rarg* and *Nr2f6* may contribute to IFN-I-mediated neutrophil lineage skewing—potentially through modulation of *Stat1*—further experimental validation is necessary to confirm their functional roles and underlying regulatory mechanisms. Moreover, although the CAIA model was appropriately selected for this study, it does not fully replicate the pathological complexity of human arthritis. Therefore, whether the current findings accurately reflect the clinical interplay between periodontitis and arthritis remains to be determined. Lastly, the potential for periodontitis to exacerbate other inflammatory comorbidities, such as cardiovascular disease and diabetes, via neutropoiesis bias warrants further investigation.

In conclusion, the data presented in this study indicate that periodontitis exacerbates arthritis through IFN-I-mediated neutropoiesis bias, emphasizing the importance of controlling local chronic inflammation in the prevention and management of inflammatory comorbidities.

## Methods

### Mice

C57BL/6 wild type mice were purchased from the Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). Ifnar1^-/-^ mice were generated by the Cyagen Bioscience Inc. (Guangzhou, China). B6/SJL (CD45.1) mice were purchased from the Department of Laboratory Animal Science, Peking University Health Science Center (Beijing, China). Eight-week-old male mice were used for all experiments. Mice were housed in specific pathogen-free conditions with a 12:12 h light/dark cycle at a temperature of 24 ± 0.5 °C and a relative humidity of 40-70%. Food and water were provided ad libitum during the experimental period. Animal experiments were approved by the ethics committee of Peking University Health Science Center (approved number: LA2020479).

### Ligature-induced periodontitis

To investigate the impact of experimental periodontitis on BM hematopoiesis, LIP was performed in mice as previously described 61. In brief, bilateral maxillary and mandibular second molars were tied with 5-0 silk ligatures for either 14 d or 28 d to induce periodontitis. Control mice did not undergo ligature placement on their teeth. In some experiments, the ligatures were removed 14 d after placement to enable inflammation resolution. In a subset of these experiments, mice received a secondary challenge of *E. coli* O111:B4 LPS (InVivogen) via intraperitoneal injection at a dose of 1.5 mg/kg body weight to simulate bacteremia. The mice were euthanized 72 h after LPS injection for subsequent analysis.

### Collagen antibody-induced arthritis

Collagen antibody-induced arthritis was induced in mice through intravenous injection of a 5-clone collagen antibody cocktail (Chondrex, Redmond, WA, USA) at a dose of 5 mg. Three days later, mice received an intraperitoneal injection of 50 µg of LPS. Daily clinical scoring was performed visually using a semiquantitative scoring system ranging from 0 (normal) to 4 (maximal inflammation involving multiple joints) per paw 32. The clinical score for each mouse was calculated as the sum of the scores from all four paws, with a maximum score of 16. Hind ankle joint thickness was measured using a thickness gauge. Histological scoring of ankle arthritis severity was conducted according to the previously described evaluation criteria 62. For neutrophil depletion, mice received intraperitoneal injection of 200 µg of rat-anti mouse Ly6G antibody (clone 1A8, Bio X Cell) or isotype control mAbs one day before surgery, followed by subsequent injections every other day at a dose of 100 µg per mouse until 14 d post-surgery.

### Cells preparations and sample collection

For the preparation of BM single-cell suspensions, femurs and tibiae from C57BL/6 mice were flushed with ice-cold RPMI 1640 medium (ThermoFisher). The cells were then passed through a 70 µm nylon mesh sieve to obtain a single-cell suspension for subsequent flow cytometric analysis, mass cytometry, and FACS cell sorting. To collect BM extracellular fluid, femurs and tibiae were flushed with 1 mL of ice-cold PBS, and the supernatant was collected after centrifugation at 500 × g for 5 min at 4 °C. Whole-blood samples were obtained through retrobulbar bleeding. For the preparation of PB single-cell suspensions, whole-blood samples were collected in EDTA anticoagulant tubes, lysed with red blood cell lysis buffer (Solarbio), and filtered through a 70 µm nylon strainer. Serum was obtained by allowing whole-blood samples to stand at room temperature for 30 min without interference, followed by centrifugation at approximately 2000 × g for 15 min, and storage of the samples at -80 °C.

### Flow cytometry and sorting

Flow cytometric analysis was performed by FACS Aria II cytometer (BD Biosciences) and all flow cytometry data were analyzed using FlowJo Software (Tree Star Inc.). For cell surface phenotype analysis, a lineage cocktail (Lin: anti-CD3e (clone 145-2C11), anti-CD11b (clone M1/70), anti-Gr-1 (clone RB6-8C5), anti-B220 (clone RA3-6B2) and anti-TER119 (clone TER-119)), anti-Sca1 (clone D7), anti-cKit (clone 2B8), anti-CD127 (clone A7R34), anti-CD48 (clone HM48-1), anti-CD150 (clone TC15-12F12.2), anti-CD135 (clone A2F10), anti-CD16/32 (clone 93), anti-CD34 (clone RAM34), anti-CD45 (clone 30-F11), anti-CD11b (clone M1/70), anti-Ly6G (clone 1A8), anti-CD3e (clone 145-2C11), anti-B220 (clone RA3-6B2), anti-CD66a (clone MAb-CC1), anti-CD62L (clone MEL-14) were used. Gating strategies for HSPCs were as follows: LSK, Lin^-^Sca-1^+^cKit^+^; LKS^-^, Lin^-^Sca-1^-^cKit^+^; LT-HSC, CD48^-^CD150^+^LSK; ST-HSC, CD48^-^CD150^-^LSK; MPP, CD48^+^CD150^-^LSK; MPP2, Flt3^-^CD48^+^CD150^+^LSK; MPP3, Flt3^-^CD48^+^CD150^-^LSK; MPP4, Flt3^+^CD48^+^CD150^-^LSK; CMP, Lin^-^Sca-1^-^cKit^+^CD16/32^-^CD34^+^; GMP, Lin^-^Sca-1^-^cKit^+^CD16/32^+^CD34^+^; MEP, Lin^-^Sca-1^-^cKit^+^CD16/32^-^CD34^-^; CLP, Lin^-^CD127^+^Sca-1^lo^cKit^lo^. Gating strategies for mature immune cells in PB and BM were as follows: B cells, CD45^+^CD3e^-^B220^+^; neutrophils, CD45^+^CD11b^+^Ly6G^+^. Cell sorting was performed using a FACS Aria Sorp sorter (BD Biosciences). For sorting HSPCs and neutrophils, the following gating strategies were used: HSPCs, Lin^-^cKit^+^; neutrophils, CD45^+^CD11b^+^Ly6G^+^.

### CyTOF sample preparation, acquisition, and analysis

Whole-blood samples were collected using EDTA anticoagulant tubes, gently mixed upside down, labeled, and transported at low temperature to PLTTech Inc. (Hangzhou, China) for CyTOF staining and data acquisition. For each group, whole-blood samples from five mice were pooled into one sample. CyTOF was conducted following previously described protocols 63, 64, and the antibody panel used is listed in Table S2. CyTOF data were analyzed using FlowJo software and R packages. The following sequential filters were applied using FlowJo: removal of normalization beads, selection of singlet cells (Ir191 and Ir193 positive), exclusion of dead cells (high Pt194 signal), and removal of adhesion cells, leaving only live single CD45^+^ immune cells. The .fcs files were imported into R and normalized using arcsinh transformation (cofactor = 5) for downstream analyses. The X-shift clustering algorithm was applied to identify immune cell subsets based on marker expression. To visualize cluster distribution and marker expression, t-SNE dimension reduction was performed. Cell frequency in each cluster was calculated by dividing the number of events in each cluster by the total events in the same sample.

### Bulk RNA-seq and Smart-seq2 library preparation, sequencing, and analysis

Neutrophils were isolated from the BM and PB of mice that underwent 14 d treatment with LIP or Ctrl, using a FACS Aria sorter. Each replicate was prepared by pooling neutrophils from five mice. Total RNA was extracted from the sorted neutrophils using Trizol (Invitrogen), following the manufacturer's instructions. The extracted RNA samples were then sent to LC-Bio Technology (Hangzhou, China) for sequencing and subsequent analysis. For BM neutrophils, bulk RNA-seq libraries were prepared according to the recommended protocol. For PB neutrophils, the Smart-seq2 protocol was employed for sequencing library preparation. The libraries were sequenced on the Illumina NovaSeq™ 6000 platform, generating paired-end 150 bp reads (PE150). Bioinformatics analysis, including quality control, alignment, and differential gene expression analysis, was conducted using standard procedures. Venn plots, four-quadrant plots, heatmaps, and GSEA were performed using the OmicStudio tools available at https://www.omicstudio.cn/tool.

### Cytokine assay

Neutrophils were isolated and sorted from the BM of mice using a FACS Aria Sorp sorter (BD Biosciences). The sorted neutrophils were then maintained in RPMI 1640 medium (ThermoFisher) supplemented with 10% fetal bovine serum (FBS) for 30 min. Subsequently, the neutrophils were seeded into 12-well plates (1 × 10^6^ cells/well) and stimulated with 150 ng/mL *E. coli* O111:B4 LPS (InVivogen) for 17 h. The supernatant was collected for measurement of IL-1β, IL-6, and TNF-α concentrations using a mouse ELISA kit (absin), following the manufacturer's instructions. The Mouse IFN-beta Quantikine ELISA Kit (R&D Systems) and Mouse IFN-alpha All Subtype Quantikine ELISA Kit (R&D Systems) were utilized to determine the concentrations of IFNα and IFNβ in serum and BM extracellular fluid, respectively, following the manufacturer's instructions. For the Luminex assay, the neutrophil supernatant, serum, and BM extracellular fluid were collected as mentioned above. The assay was conducted at Wayen Biotechnologies Shanghai, Inc., following the manufacturer's protocol, using the Bio-Plex Pro Mouse Cytokine 23-plex Assay (#M60009RDPD) with the Luminex 200 system (Austin, TX, USA).

### IFN-I bioassay

The ISRE luciferase reporter plasmid was constructed by incorporating the ISRE sequence into the Lenti-luciferase vector using a seamless cloning kit (Sangon Biotech) with Gibson technology. The resulting reporter plasmid was co-transfected with pSPAX2 and pMD2.G plasmids into HEK 293T cells at a ratio of 5:3:2. Lentivirus present in the supernatant was collected 3 d post-transfection and added to HEK 293T cells. After an additional 2 d, stably transfected cells were selected using hygromycin (100 μg/mL). To determine the levels of mouse IFN-I, HEK 293T-ISRE-Luc cells were incubated with serum or BM fluid for 24 h. Subsequently, the cell lysates were harvested and luciferase activity was measured using a luciferase assay system (Promega) and an EnSpire & dispenser (PerkinElmer), following the manu-facturer's instructions.

### Neutrophil ROS and NETs assay

After a 17 h stimulation with LPS, we assessed the ROS levels of neutrophils. To measure ROS levels, the medium was aspirated, and the cells were resuspended in PBS containing 5 µM H2DCFDA (MedChemExpress) and incubated for 30 min at 37 °C, protected from light. Subsequently, the cells were carefully washed twice with PBS, resuspended in fresh medium, and immediately analyzed using a flow cytometer. For the NETs assay, neutrophils were seeded in confocal dishes (1 × 10^6^ cells per dish) and allowed to adhere for 30 min at 37 °C. The cells were then stimulated with 10 μg/mL *E. coli* O111:B4 LPS (InVivogen) for 3 h at 37 °C to induce NET formation. The samples were stained and analyzed according to a previously described protocol 65. Primary antibodies anti-citrullinated histone H3 (ab5103, Abcam; 1:500) and anti-MPO (AF3667, R&D systems; 1:40) were used. Following PBS washes, the samples were incubated with anti-rabbit Alexa Fluor 647-conjugated antibody (ab150075, Abcam; 1:500), anti-goat FITC-conjugated antibody (ab6881, Abcam; 1:1000), and DAPI (Invitrogen; 1:1000) for 1 h in the dark at room temperature. Images were acquired using a TCS-SP8 STED 3X microscope and analyzed with Fiji (v 2.0.0). The percentage of CitH3 signal was normalized to the MPO signal, and the %CitH3/MPO values obtained from different regions were averaged and plotted.

### Histological and immunostaining assays

Mouse hind paws and femur were fixed with 4% paraformaldehyde, decalcified in EDTA solution, dehydrated in a graded series of alcohol, paraffin embedded and tissue sectioned to 5 µm for histological evaluation. For hind paw, deparaffinized, and stained with HE, safranin-O/fast green and toluidine blue for scoring histopathology of inflammatory arthritis. For immunofluorescence of hind paws, slides were deparaffinized and subjected to antigen retrieval, then permeabilized, blocked, incubated antibodies, and stained nuclei, as described in the NETs assay above. For multicolor immunohistochemistry (mIHC) of femurs, tissue slides were deparaffinized and treated by microwave to induce antigen retrieval using citric acid solution for 15 min. Primary antibodies, including mouse hematopoietic lineage antibody cocktail (88-7772-72, invitrogen, 1:200), anti-CD117 (14-1171-82, invitrogen, 1:1000), anti-Ly-6A/E (14-5981-82, invitrogen, 1:500), anti-CD16/32 (14-0161-82, invitrogen, 1:500) and anti-CD34 (14-0341-82, invitrogen, 1:1000), were used. Subsequently, the slides were incubated with secondary antibodies (HRP-anti-rat IgG, ZSGB-Bio, PV-9004) at room temperature for 20 min. Heat-induced epitope retrieval was performed after each staining cycle to remove all antibodies, including primary and secondary antibodies. Multiplex immunofluorescence staining was performed using the AlphaTSA Multiplex IHC Kit (AXT36100031, AlphaX). Nuclei were counterstained with DAPI for 10 min, and the samples were mounted in mounting medium. Multispectral images were scanned with ZEISS AXIOSCAN 7, and quantification of cells of interest was performed using Halo software (v.3.4; Indica Labs).

### Micro-CT analysis

The hind paws of mice were fixed in 4% paraformaldehyde for 24 h and subjected to scanning using a high-resolution Inveon microtomography system (Siemens, Munich, Germany). BMD analysis was performed, and 3D reconstruction was conducted based on the processed images using Scanco software.

### Neutrophil chemotaxis assays

Neutrophil chemotaxis was evaluated using Transwell 24-well plates (Corning) with 5 μm porous membranes. For the chemotaxis assay, neutrophils were seeded in the upper chamber (1 × 10^4^ cells/well), while RPMI 1640 medium containing 5 μM fMLP (MedChemExpress) and 10% FBS was added to the lower chamber. Following a 6 h incubation, unmigrated cells on the upper surface of the membrane were gently removed using a rubber scraper. Migrated cells on the lower surface of the membrane were fixed with 4% paraformaldehyde, stained with crystal violet, and counted in five random fields using an optical microscope (200 ×).

### Neutrophil tracing

To evaluate the migratory capacity of neutrophils derived from Ctrl and LIP mice towards the inflamed ankle joint in the CAIA model, we employed a previously described method 66. Following the isolation of neutrophils, direct cell membrane labeling was performed using CellVue NIR815 dye (LI-COR) according to the manufacturer's instructions. Subsequently, the neutrophils were intravenously injected into each mouse at a volume of 100 µL per injection. Under pentobarbital anesthesia, mice were subjected to fluorescent imaging using excitation and emission filters of 780/845 nm. Epi-fluorescent images were acquired using an IVIS Lumina III (PerkinElmer) at 20 h post cell administration. To optimize signal sensitivity, all images were acquired under the same field of view using autoexposure settings, with an f/Stop of 2 and pixel binning of 8.

### Adoptive transfer of neutrophils

BM neutrophils from donor mice, treated with Ctrl or LIP, were isolated and sorted. Each recipient mouse, during the CAIA modeling phase (on day 0 and day 4), received two tail vein injections of 5 × 10^6^ neutrophils. To assess the impact of IFN-I signaling blockage on arthritis exacerbation by periodontitis-activated neutrophils, CAIA mice were injected intraperitoneally with either anti-IFNα/β or isotype control (500 µg/dose) 1 h after receiving LIP-primed neutrophils. BM neutrophils, harvested from Ctrl or LIP-treated donor mice (CD45.2) after 14 d, were injected into CAIA mice (CD45.1). Synovial tissues from the knee and ankle joints were collected 20 h later to analyze neutrophil infiltration.

### CFU-assays

CFU assays were performed using MethoCult™ GF M3434 medium (STEMCELL Technologies) in 35-mm culture dishes. Briefly, 3 × 10^4^ freshly isolated BM cells were uniformly suspended in 3 mL of MethoCult™ medium per dish. To assess the effects of inflammatory microenvironments, BM cells were resuspended in 100 μL of serum or BM extracellular fluid collected from LIP or Ctrl mice prior to mixing with MethoCult™ medium. In parallel, cells were resuspended in 100 μL of either complete medium without IFN-I or complete medium supplemented with 30 pg/mL recombinant IFN-I, and then mixed with 3 mL of MethoCult™. All conditions were plated in duplicate. After 7 d of incubation at 37 °C in a humidified 5% CO₂ atmosphere, colonies were examined under an inverted microscope and classified based on morphological criteria, following the manufacturer's instructions.

### RT-qPCR

At 14 d post-ligation, mice were euthanized and gingival tissues were harvested. In addition, BM-derived LSK cells, CMPs, and GMPs were sorted by flow cytometry. Total RNA was extracted from tissues and sorted cells using TRIzol reagent (Invitrogen, USA) and reverse-transcribed into cDNA using Evo M-MLV RT Premix (AG11706, Accurate Biotech-nology), following the manufacturer's instructions. RT-qPCR was performed using Hieff UNICON® Universal Blue qPCR SYBR Green Master Mix (11184ES08, Yeasen, China) on a QuantStudio system (Thermo Fisher). Relative gene expression was normalized to *Gapdh* mRNA levels using the 2^-ΔΔCt^ method. Primer sequences used for amplification are listed in Table S3.

### Antibody-mediated inhibition of IFN-I signaling

To inhibit IFN-I signaling, mice were intraperitoneally injected with a neutralizing anti-mouse antibody against the receptor for IFNα/β (clone MAR1-5A3, Biolegend) or an isotype control (clone MOPC-21, Biolegend) one day before and on the same day as silk ligation or sham surgery (500 µg/dose) 37. After 14 d from the latter injection, the immune cell composition of BM and PB was analyzed, the secondary stress capacity of neutrophils was assessed, and the effect of IFN-I signaling on arthritis with periodontitis was evaluated by inducing an arthritis model.

### Chromium Next Single cell multiome ATAC + gene expression

Lin^-^ckit^+^ cells from the BM of mice, which underwent 14 d silk ligation or remained untreated for 14 d, were sorted using a FACS Aria Sorp sorter (BD Biosciences). A single-cell nuclear suspension was prepared from the sorted cells, and cell counting and viability assessment were performed using Countstar. Cells with a viability of 0%-5% were considered for further analysis, and the cell concentration was adjusted to the desired concentration of 2 × 10^3^ cells/μL. Isolated nuclei from Lin^-^ckit^+^ cells were transposed and loaded onto the Chromium Next GEM Chip J (10X Genomics). Subsequently, the cell chip was loaded onto a Chrome Controller, and the library was sequenced on a NovaSeq 6000 platform (Illumina) following the manufacturer's instructions. The sequencing was performed by CapitalBio Technology in Beijing.

### Single-cell multiomics data processing

The raw multiomic data was input into the CellRanger-ARC-2.0.0 pipeline to perform sequence alignment and generate single-cell feature counts. Reads were aligned to the GRCm38 (mm10) reference genome. Subsequently, quality control and preprocessing steps were conducted using Seurat (v.4.0.3) and Signac (v.1.3.0). For scRNA-seq data, cells with a low number of features (< 200) or a high fraction of mitochondrial genes (> 25%) were filtered out. For scATAC-seq data, cells with low fragment counts (< 1 000) or high fragment counts (> 50 000) were excluded. Finally, the remaining cells obtained after the integration of scATAC and scRNA data were selected for downstream analysis.

### Dimensionality reduction and clustering of all the cells

For scRNA analysis, dimensionality reduction was performed using principal component analysis (PCA), and the top 30 principal components were utilized to generate clusters. For scATAC analysis, dimensionality reduction was accomplished through latent semantic indexing (LSI), employing parameter settings at dims = 2:30. Subsequently, a WNN analysis was employed to integrate the dimensionality reduction results from PCA and LSI, facilitating the clustering of all single cells 67. Based on the WNN analysis, cells were further grouped into 16 distinct clusters using the 'FindClusters' function with a resolution of 0.8. To explore the cellular heterogeneity of GMP in more detail, we applied the 'FindClusters' function with a resolution of 0.6 to group GMP into distinct clusters.

### Identifying differential gene expression and gene scores across cell types

Marker genes for each cluster of HSPCs were identified using the 'FindAllMarkers' function in Seurat. Predicted gene scores were determined based on peak accessibility. Due to space limitations, we only reported the representative markers for each cell type.

### Cell cycle phase determination

The cell cycle phase of individual cells was determined using the 'cyclone' algorithm. Each cell received a phase-specific score (G2/M, S, and G1) calculated using raw count data prior to gene filtering, enabling accurate phase assignment. To analyze the cell cycle, cells were fixed, permeabilized with Foxp3/TF Buffer Set (eBioscience), and stained with anti-Ki-67 (clone 16A8, Biolegend). After washing, cells were stained with DAPI (Invitrogen) and analyzed by flow cytometry.

### GO enrichment analysis of single-cell RNA-seq

To define marker genes for each cluster and identify differential genes between the two groups, we employed the 'FindAllMarkers' function in Seurat (LogFC > 0.25, min.pct > 0.25). Subsequently, we performed GO enrichment analysis and visualization on these genes using clusterProfiler 68.

### Inference of pseudotime and trajectory

Cell differentiation trajectories for representative HSPC subsets (LSK, CMP, GMP, NeuP, CLP, and pro_B), as well as all GMP subsets, were constructed based on gene expression profiles using Monocle2 69. Pseudotime was divided into 50 bins for the stacked plot of HSPC subclusters 70. Stacked plots were computed and plotted along pseudotime at each sample for two HSPC fates: lymphoid (Monocle states 1, 3, 4, and 6) and myeloid (Monocle states 1, 3, 4, and 5). Additionally, lymphoid and myeloid trajectories were created using the 'additional trajectory' function, and pseudotime values were plotted on a UMAP embedding using the 'plotTrajectory' function.

### Linking gene regulatory elements and gene expression in the pseudotime trajectory

To enable aggregate analysis along pseudotime, we sorted cells based on their pseudotime scores and grouped 50 adjacent cells into pseudobulk samples. We linked peaks to cluster-specific genes by applying a correlation-based approach to these pseudobulk samples aggregating scATAC and scRNA counts. Utilizing the 'FindAllMarkers' function, we identified cluster-specific genes from the scRNA data of cells included in the pseudotime trajectory. We established high-confidence peak-to-gene links specific to the pseudotime trajectory by associating peaks located 1-250 kb from the TSS of protein coding and lincRNA genes to the respective genes. Pearson correlation coefficients and corresponding *P*-values were calculated for each peak-gene pair based on CPM-normalized accessibility and gene expression data. We considered pairs with |PCC| ≥ 0.3 and *P* < 0.05 as high-confidence links. These links were then clustered using k-means clustering (k = 6) based on z-score-scaled expression levels of the associated genes. GSEA was performed for the genes in these clusters using the 'clusterprofiler' R package, and TF motif enrichment analysis was conducted for the peaks in these clusters using the 'motifmatchr' R package 71.

### Matching TF motif accessibility to TF gene scores in the pseudotime trajectory

Across the same pseudotime-pseudobulk samples that were used for peak-gene linking, we computed the pairwise pearson correlation coefficients between TF motif accessibility and TF gene scores for each pseudobulk sample. To identify positive TF regulators, we conducted a matching analysis by associating gene scores with motif accessibility across the pseudotime trajectory 71.

### Calculation of motif synergy and correlation scores

We calculated the pairwise synergy scores and correlation coefficients between motif clusters using the 'getAnnotationSynergy' and 'getAnnotation-Correlation' chromVAR function 72, respectively.

### TF footprinting and tracks plotting

We conducted TF motif footprinting to precisely predict the binding site of a TF at specific genomic loci. This analysis was implemented using the 'Footprint' function in Signac, utilizing the TF motif information sourced from the JASPAR database 73. Additionally, we plotted the genome browser tracks of peaks using the 'CoveragePlot' function in Signac 74.

### TF-gene interaction network analysis

We identified the TSS positions for each gene within the IFN-I signaling pathway gene set (GO:0060337) using the mouse .gtf file. Subsequently, we selected a genomic region spanning 2 000 base pairs upstream and 500 base pairs downstream of the TSS for each gene to encompass potential regulatory elements. Computational predictions were then employed to evaluate the binding and regulatory potential of the TFs *Rarg* and *Nr2f6* on these DNA sequences, thereby generating a list of target genes. Next, we performed protein-protein interaction analysis using the stringDB database 75 to explore the interactions between the identified TFs and the target genes. The resulting interactions were visualized using Cytoscape software 76.

### Statistics

Animals were randomly allocated to either the vehicle or treatment groups. Blinding procedures were employed to evaluate the severity of paw inflammation and the histopathology of arthritis. Apart from the omics sequencing data, all experiments were performed in duplicate. A two-tailed Student's *t*-test was used to compare data between two independent groups. For comparisons involving three or more groups with a single variable, one-way ANOVA was performed, followed by Tukey's post hoc test for multiple comparisons. Statistical analysis was conducted using GraphPad Prism 8.0.2 software. All data were presented as mean ± SD, and statistical significance was defined as *P* < 0.05.

## Figures and Tables

**Figure 1:**
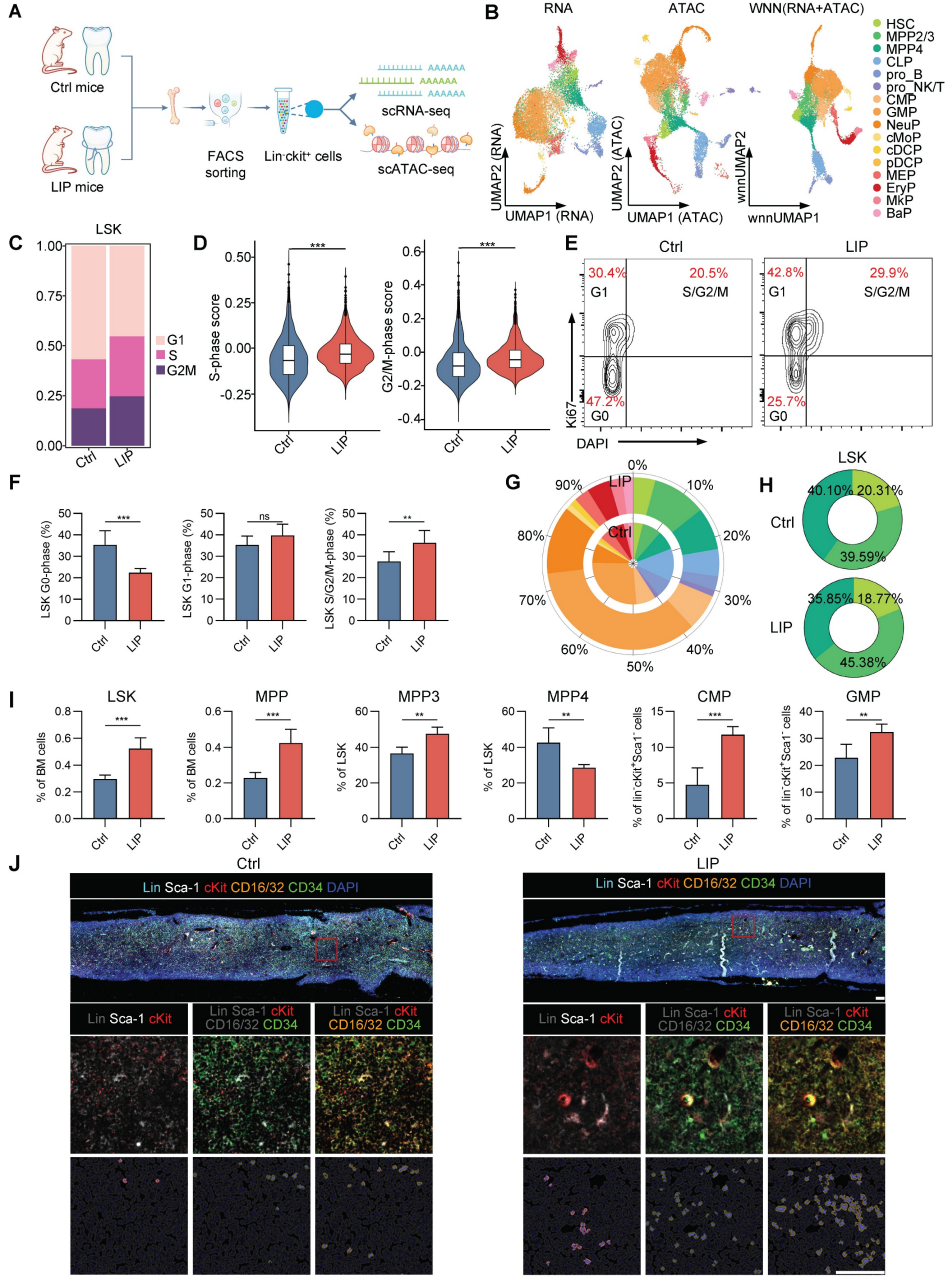
** Periodontitis mediates hematopoietic inflammatory adaptation. (A)** Schematic for single-cell multiomics sequencing of HSPCs (lin^-^cKit^+^) from Ctrl and LIP mice. BM cells from five mice were pooled into a single sample for each group, and lin^-^cKit^+^ cells were sorted via flow cytometry prior to single-cell multiomics sequencing. **(B)** UMAP visualizations were computed using RNA, ATAC, or WNN analysis, respectively. Cell annotations were derived from WNN analysis according to representative markers. **(C)** Repartition (in percentage) of the cell cycle phases (estimated with cyclone) in LSK cells of Ctrl and LIP mice. **(D)** Comparisons of S-phase and G2/M-phase score of LSK cells between Ctrl and LIP mice. **(E-F)** Cell cycle analysis of LSK cells from Ctrl and LIP mice, performed using Ki67 and DAPI staining. (E) Representative flow cytometry plots, and (F) bar graph showing the frequency of LSK cells in different phases of the cell cycle. **(G)** Stacked radial chart depicting the distribution of HSPC subsets from Ctrl (inner circle) and LIP (outer circle) mice, based on single-cell multiomics sequencing data. The colors correspond to the identified cell types. **(H)** Donut plots illustrating the proportion of HSC, MPP2/3, and MPP4 within the LSK cells, also derived from single-cell multiomics sequencing data. The colors represent the respective cell types. **(I)** Frequencies of LSK and MPP in total BM cells. Frequencies of MPP subsets (MPP3 and MPP4) in LSK cells. Frequencies of CMP and GMP in Lin^-^cKit^+^Sca1^-^ cells. **(J)** Representative IF staining showing LSK, CMP, and GMP in the BM of Ctrl (left) and LIP (right) mice (scale bar = 100 µm). Data are presented as the mean ± SD from at least three independent experiments; n = 6 mice/group (F and I). *P* values were calculated using two-tailed Student's *t* test; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

**Figure 2:**
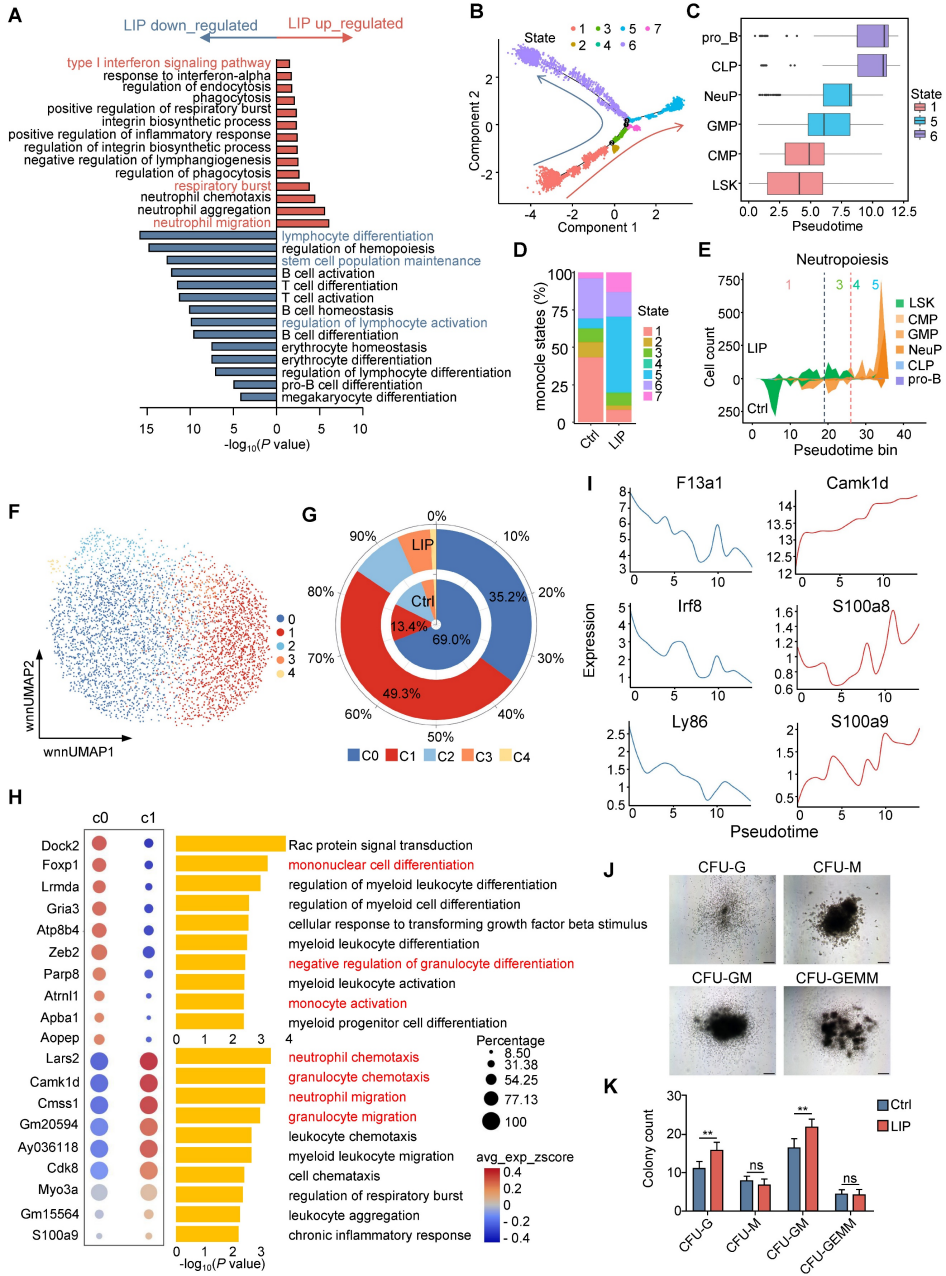
** Periodontitis skews differentiation of HSPCs toward the neutrophil lineage. (A)** Top overrepresented GO:BP terms, including upregulated (red) and downregulated (blue) genes, in LSK cells from LIP mice versus Ctrl mice. **(B)** Differentiation trajectory generated using Monocle 2. Cells are colored according to monocle states. **(C)** Repartition of the Seurat clusters along the pseudotime. Box plots (medians) of pseudotime values are colored according to the most represented state. **(D)** Percentage of monocle states in the Ctrl and LIP groups. **(E)** Stacked plot of predicted cell types along pseudotime cut into 50 bins for LIP (upper part of the plots) and Ctrl (lower part of the plots) for neutropoiesis. Black and red stretched lines mark 2 and 1 bifurcation point pseudotime, respectively. **(F)** Subclustering UMAP plot of all GMPs, colored by cell type. **(G)** Stacked radial chart showing the distribution of GMP subclusters from Ctrl (inner) and LIP (outer) mice. The colors correspond to the identified cell types. **(H)** Bubble plot (left) and GO:BP enrichment analysis (right) of the top 10 marker genes in annotated cell clusters. **(I)** Gene expression along pseudotime of selected markers of monocytopoiesis (left) and neutropoiesis (right). **(J)** Representative hematopoietic colonies from BM cells scored at day 7 of culture. **(K)** Quantitation of colonies formed from BM cells from Ctrl and LIP mice in methylcellulose medium. Data are presented as the mean ± SD from at least three independent experiments; n = 6/group (K). *P* values were calculated using two-tailed Student's *t* test; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

**Figure 3:**
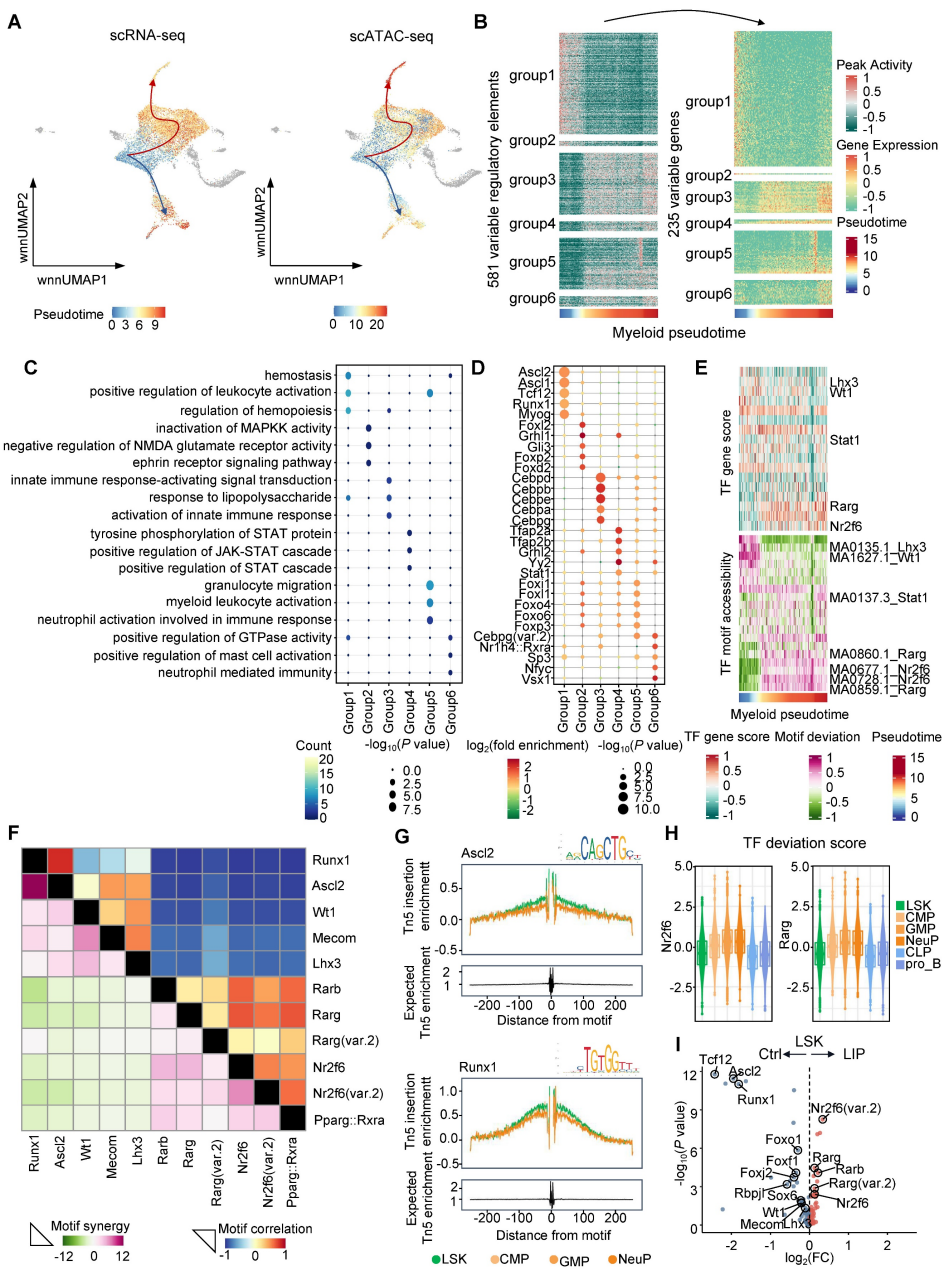
** Dynamic molecular features during periodontitis-induced neutropoiesis bias. (A)** UMAP highlighting the lymphoid and myeloid lineage trajectories based on scRNA-seq data (left) and scATAC-seq data (right). **(B)** Accessibility (left) and expression (right) dynamics across myeloid pseudotime. **(C)** GO enrichment terms associated with genes categorized into six interaction clusters. **(D)** Enrichment analysis of TF motifs within peaks corresponding to these six interaction clusters. Color intensity indicates log_2_(fold enrichment), while point size reflects -log_10_(*P* value). **(E)** Heatmaps showing the positive TF regulators obtained from the integration of ordered TF gene scores (top) with ordered TF motif accessibility (bottom) across myeloid pseudotime. **(F)** TF motif correlation coefficients (upper) and synergy Z scores (lower) of the 11 motifs. **(G)** TF footprints of the Ascl2 (top) and Runx1 (bottom) motif in LSK, CMP, GMP, and NeuP clusters. The Tn5 insertion bias track is shown. **(H)** TF deviation score of *Nr2f6* (left) and *Rarg* (right) in the indicated cell types. **(I)** Volcano plots demonstrating the differential TF motif accessibility using the mean TF motif accessibility in the chromVAR TF bias-corrected deviation between the Ctrl and LIP groups.

**Figure 4:**
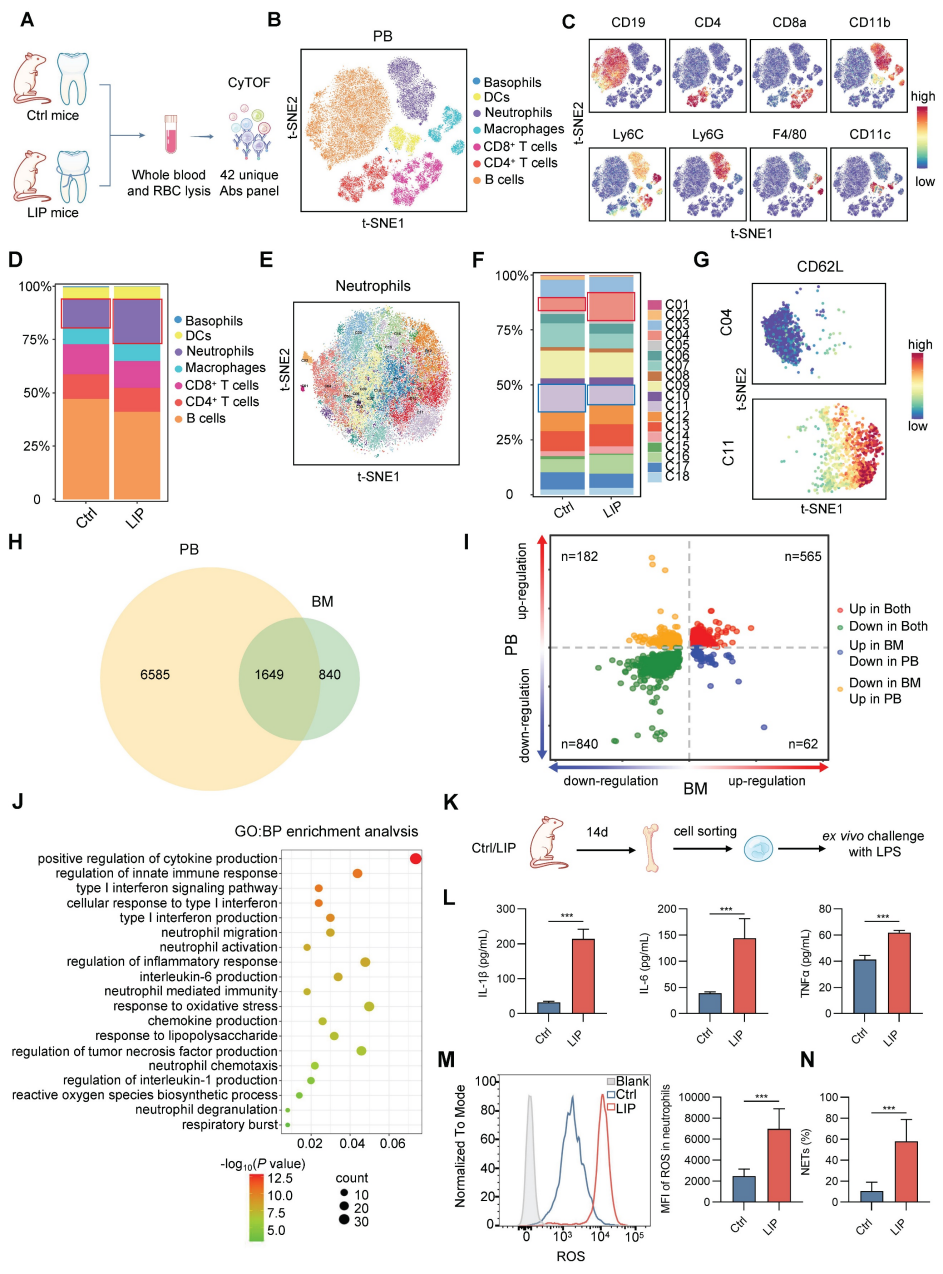
** Periodontitis induces neutrophil priming. (A)** Schematic for CyTOF of leukocytes in whole-blood samples. **(B)** Visualized t-SNE maps of CD45^+^ leukocytes from PB; maps were based on the expression of 42 different markers. **(C)** Expression levels of representative cell markers in the resulting t-SNE clustered cell populations are shown. **(D)** Bar chart of the relative frequency of CD45^+^ leukocytes in the PB of Ctrl and LIP mice. **(E)** Visualized t-SNE maps of neutrophil subclusters from PB; maps were based on the expression of 42 different markers. **(F)** Bar chart of the relative frequency of neutrophil subclusters in the PB of Ctrl and LIP mice. **(G)** Visualized t-SNE maps of C04 and C11, colored according to expression intensity of CD62L. **(H)** Comparison of Smart-seq2 data from PB and RNA-seq from BM in Ctrl and LIP mice. Venn diagram depicting an overlap of 1649 genes between periodontitis-induced differential gene expression of PB and BM neutrophils. DEGs are defined by *P* < 0.05. **(I)** Two-way volcano plot depicting overlap between PB DEGs (y axis) and BM DEGs (x axis); red dots indicate upregulated genes (n = 565) and green dots indicate downregulated genes (n = 840) in both datasets. **(J)** GO:BP enrichment analysis for 565 DEGs commonly upregulated in both PB and BM neutrophils. **(K)** Experimental design for secondary challenge model. **(L)** LPS-stimulated cytokine responses in neutrophils isolated from BM of Ctrl and LIP mice. **(M)** Overlay histogram of ROS production in neutrophils (left) and the corresponding mean fluorescence intensity (right). **(N)** Quantitative analysis of NETs formation in neutrophils. Data are presented as the mean ± SD from at least three independent experiments; n = 6/group (L-N). *P* values were calculated using two-tailed Student's *t* test; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

**Figure 5:**
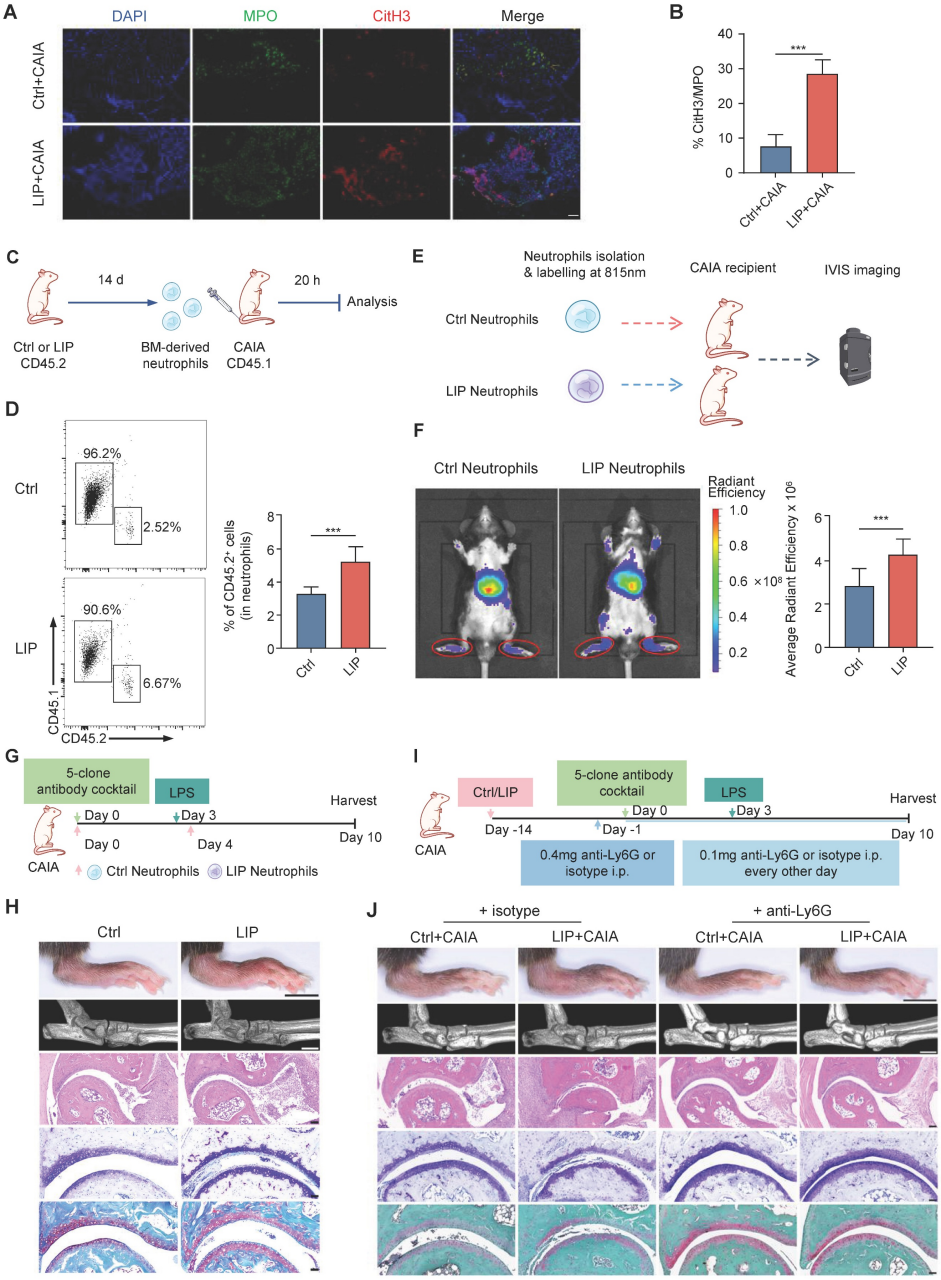
** Periodontitis-induced neutrophil priming underlies the periodontitis-arthritis comorbidity. (A)** Representative images of ankle joint sections stained with citH3 (red), MPO (green), and DAPI (blue). NETs are visualized via colocalization of citH3 and DAPI staining (merged images) (scale bar = 50 µm). **(B)** Percentage of NETs area in the synovium of the ankle joints normalized to an MPO-positive signal. **(C)** Schematic diagram showing the experimental design for neutrophil adoptive transfers. **(D)** Representative FACS plots to identify CD45.2^+^ cells and CD45.1^+^ cells in neutrophils in the synovium of joints (left). Quantification of percentages of CD45.2^+^ cells in neutrophils in the synovium of joints (right). **(E)** Schematic showing the neutrophil tracing experimental design. **(F)** Whole body IVIS fluorescence images of 815 nm dye-labeled Ctrl and LIP neutrophil tracking to the ankle joints of CAIA recipient mice. Graph showing average radiant efficiency of IVIS imaged mice (left). Quantitative analyses of average radiant efficiency of the hind paws of IVIS-imaged mice (right). **(G)** Schematic of experimental design for the adoptive transfer of neutrophils during CAIA model induction. **(H)** Representative photographs of hindlimbs at the endpoint of the experiment from Ctrl and LIP groups (scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100 µm), toluidine blue, and safranin-O/fast green staining (scale bar = 50 µm). **(I)** Schematic of experimental design for Ly6G blockade during CAIA model induction. **(J)** Representative photographs of hindlimbs at the endpoint of the experiment from different treatment groups (scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100 µm), toluidine blue, and safranin-O/fast green staining (scale bar = 50 µm). Data are presented as the mean ± SD from at least three independent experiments; n = 8 mice/group (B, D and F). *P* values were calculated using two-tailed Student's* t* test; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

**Figure 6:**
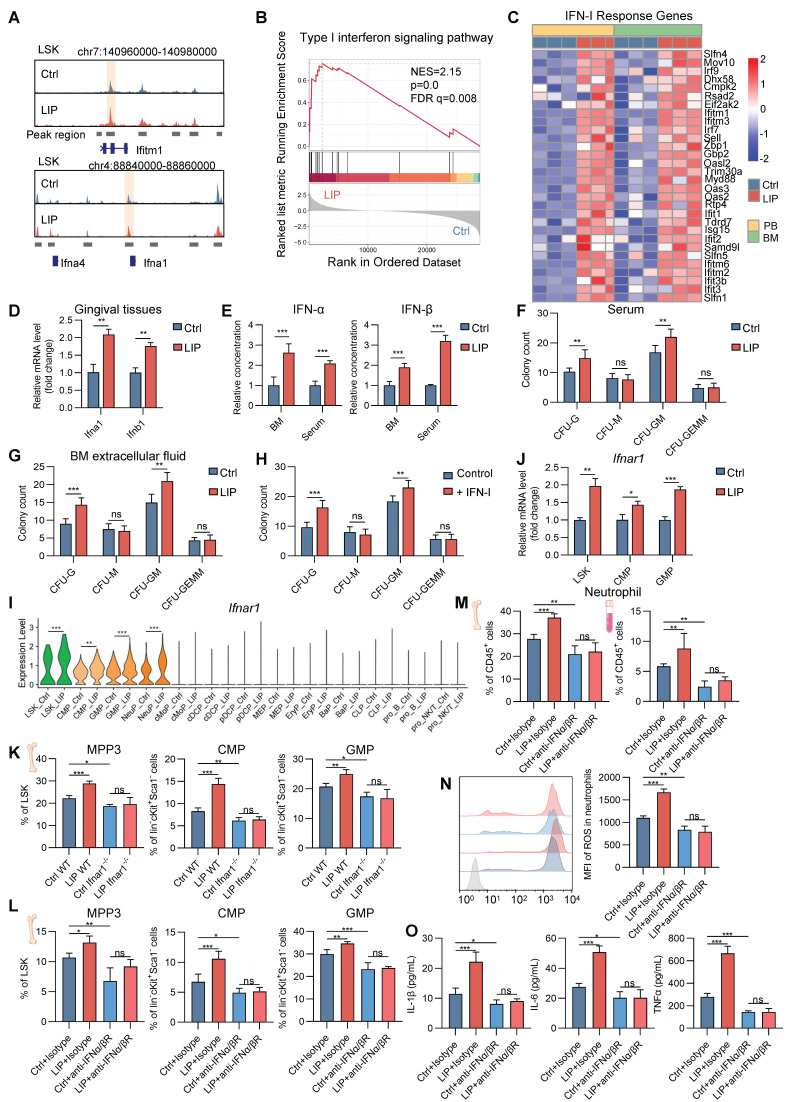
** IFN-I drives neutropoiesis bias and neutrophil priming in periodontitis. (A)** Genome browser track showing DARs in the *Ifitm1* locus and proximity to the *Ifna1* locus. **(B)** GSEA for genes related to the IFN-I signaling pathway in neutrophils from LIP mice compared with neutrophils from Ctrl mice. **(C)** Heatmap showing relative expression of genes in the cell response to IFN-I gene set between neutrophils isolated from PB or BM. **(D)** RT-qPCR analysis of *Ifna1* and *Ifnb1* mRNA expression in gingival tissues from Ctrl and LIP mice. **(E)** Quantification of IFNα (left) and IFNβ (right) levels in BM extracellular fluid and serum from LIP mice, normalized to those from Ctrl mice. **(F-G)** CFU assays of BM cells from WT mice cultured in medium containing serum **(F)** or BM extracellular fluid **(G)** from either Ctrl or LIP mice. Colony numbers were quantified after 7 d of culture. **(H)** Quantification of colony formation from BM cells from WT mice cultured in medium containing either IFN-I-free or IFN-I-containing medium. **(I)** Violin plots showing the expression levels of *Ifnar1* in various HSPC populations from Ctrl and LIP mice. **(J)** RT-qPCR analysis of *Ifnar1* mRNA expression in LSK, CMP, and GMP from Ctrl and LIP mice. **(K-L)** Frequencies of MPP3 in LSK cells. Frequencies of CMP and GMP in Lin^-^cKit^+^Sca1^-^ cells. **(M)** Frequencies of CD11b^+^Ly6G^+^ neutrophils in CD45^+^ cells in the BM and PB of mice. **(N)** Overlay histogram of ROS production in neutrophils (left) and the corresponding mean fluorescence intensity (right). **(O)** BM neutrophils, isolated from mice treated as indicated, were stimulated with LPS. The concentrations of IL-1β, IL-6, and TNF-α in the supernatant are shown. Data are presented as the mean ± SD from at least three independent experiments; n = 6 mice/group **(D-H, J-O)**. *P* values were calculated using two-tailed Student's *t* test **(D-H, J)** and one-way ANOVA **(K-O)**; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

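In the PB neutrophil libraries, the 30 genes on the heatmap of Fig. 6C were all higher in LIP than in Ctrl at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with log2 fold changes from 0.36 to 2.57 and a median of 1.40. The same 30 passed with the adjustment made over the list alone, but the heatmap was drawn from these data, so the list is not an independent test. Their mean log2(FPKM + 1) was 4.79 ± 0.0970 in Ctrl and 5.89 ± 0.0162 in LIP (SD, n = 3 each), and each LIP library lay above each Ctrl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). *Ifitm1* (ENSMUSG00000025491, chromosome 7 from 140967221 to 140969825) rose most, from 310 ± 31.3 to 1833 ± 65.4 CPM (SD, n = 3 each). Its standard error was 0.0972 on the log2 scale (adjusted p = 5.49e-08). *Slfn4* (ENSMUSG00000000204, chromosome 11 from 83175186 to 83190216) followed with a log2 fold change of 2.39 (standard error 0.218, adjusted p = 8.18e-06). *Isg15* (ENSMUSG00000035692, chromosome 4 from 156199455 to 156200796) rose from 11.8 ± 0.552 to 29.3 ± 0.808 CPM (SD, n = 3 each), a log2 fold change of 1.31 (adjusted p = 0.000199). *Rsad2* (ENSMUSG00000020641, chromosome 12 from 26442746 to 26456452) changed least, from 219.9 ± 9.19 to 283 ± 33.1 (SD, n = 3 each, adjusted p = 0.0189). Of the 6 fits that each left out one library, *Rsad2* passed in 3, *Eif2ak2* in 2 and *Ifit2* in 4, and the other genes passed in all 6. With library totals in place of TMM, and in limma on log2(FPKM + 1), 27 of the 30 genes were higher at an adjusted p under 0.05. The *Ifitm* and *Slfn* families and the pair *Ifit3* and *Ifit3b* are gene copies whose reads the counting could have divided, and their single values are uncertain. When the libraries were scaled on the mature neutrophil genes, 5 of the 30 genes were higher in LIP at an adjusted p under 0.05, *Slfn4*, *Ifitm1*, *Ifitm6*, *Ifitm2* and *Slfn1*, and 7 were lower, with a median log2 fold change of -0.17. When they were scaled on the secondary and tertiary granule genes, 12 were higher and 3 lower.

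**Figure D2:**
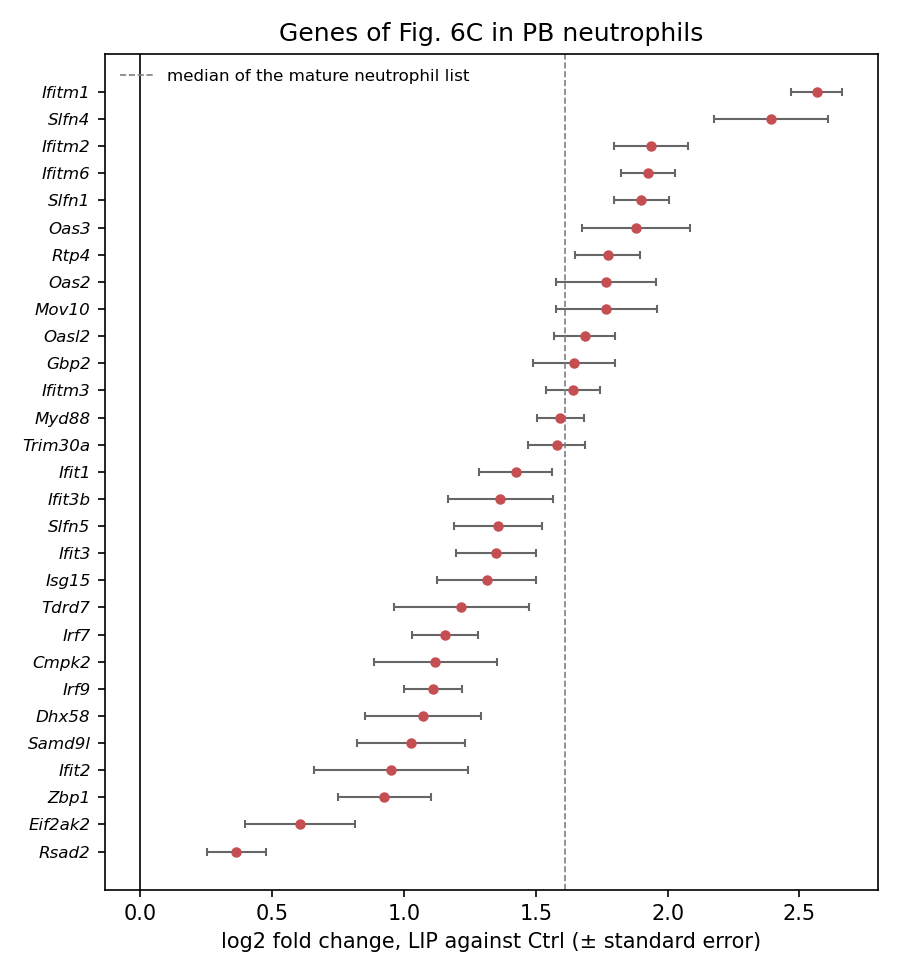
Log2 fold change between LIP and Ctrl PB neutrophils (horizontal axis, points) with its standard error (bars) for 29 of the genes of Fig. 6C, from 3 libraries per group with TMM normalization. All points lie to the right of 0, from 0.36 for Rsad2 to 2.57 for Ifitm1, and the dashed line marks the median change of the mature neutrophil list.

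From the enrichment in Fig. 6B and the response genes in Fig. 6C, together with the chromatin accessibility in Fig. 3C-E and Fig. 6A and the IFN-I levels in Fig. 6D-E, the paper proposes that IFN-I made in gingival tissue may enter the circulation and act on the BM. The paper then tested IFN-I by colony assays (Fig. 6F-H), Ifnar1-deficient mice (Fig. 6K) and receptor blockade (Fig. 6L-O). Those experiments do not rest on the PB libraries.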

**Figure 7:**
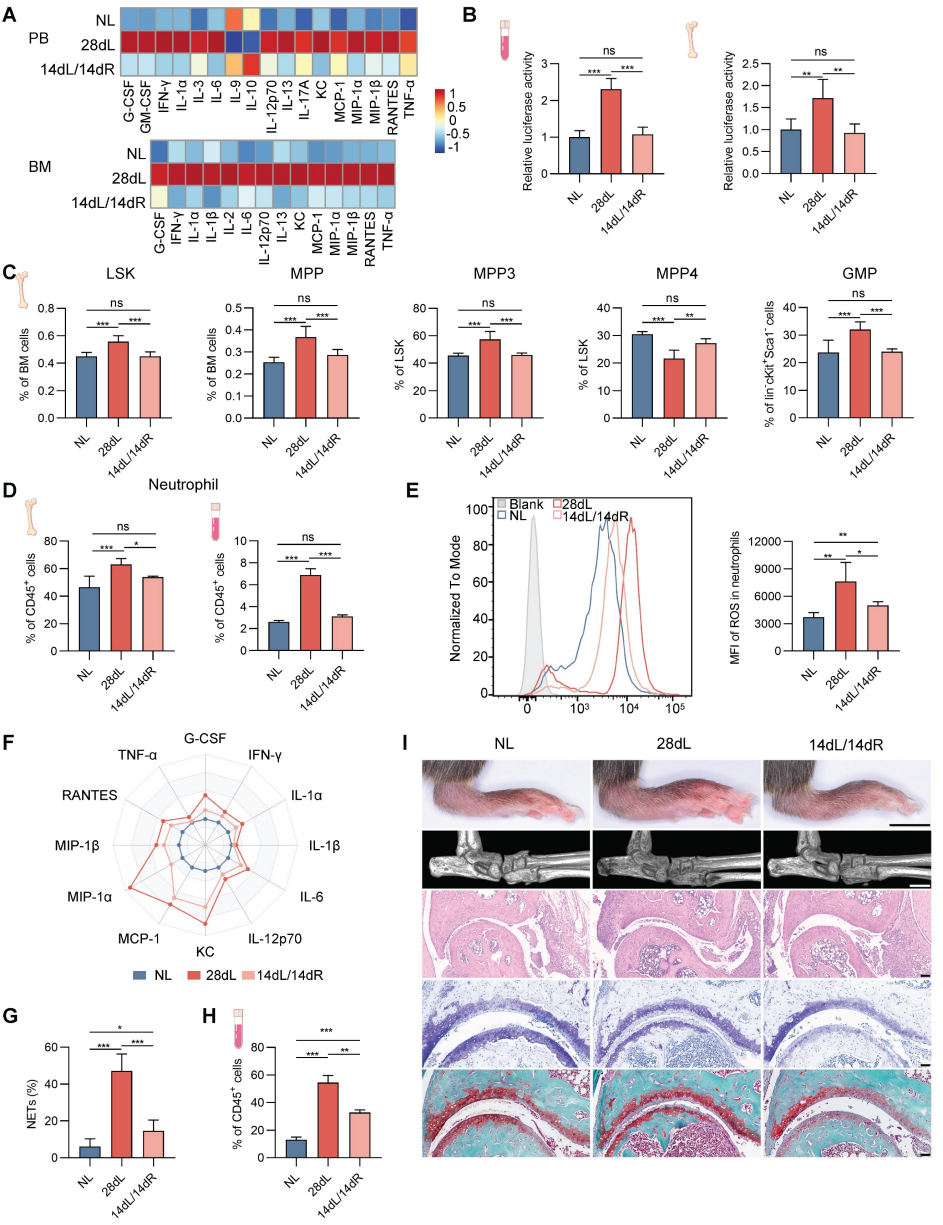
** Periodontitis resolution alleviates the progression of periodontitis-related arthritis by reversing neutropoiesis bias. (A)** Heatmap representing normalized serum (top) and BM extracellular fluid (bottom) cytokine levels from NL, 28dL, and 14dL/14dR mice. **(B)** The levels of active IFN-I in serum and BM extracellular fluid were measured using the IFN bioassay. **(C)** Frequencies of LSK and MPP in total BM cells. Frequencies of MPP subsets (MPP3 and MPP4) in LSK cells. Frequencies of GMP in Lin^-^cKit^+^Sca1^-^ cells. **(D)** Frequencies of CD11b^+^Ly6G^+^ neutrophils in CD45^+^ cells in the BM (left) and PB (right) of mice. **(E)** Overlay histogram of ROS production in neutrophils (left) and the corresponding mean fluorescence intensity (right), following *in vitro* LPS stimulation. **(F)** BM neutrophils, isolated from mice treated as indicated, were stimulated with LPS (100 ng/mL) *in vitro* for 17 h. Radar plots illustrate the normalized concentrations of cytokines in the supernatant. **(G)** Quantitative analysis of NETs formation in neutrophils, following *in vitro* LPS stimulation. **(H)** Frequencies of neutrophils in CD45^+^ cells in the PB of mice restimulated with LPS. **(I)** Representative photographs of hindlimbs at the endpoint of the experiment from NL, 28dL, and 14dL/14dR groups (scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100 µm), toluidine blue, and safranin-O/fast green staining (scale bar = 50 µm). Data are presented as the mean ± SD from at least three independent experiments; n = 6 mice/group **(B-E, G, H)** and n = 3/group **(F)**. *P* values were calculated using one-way ANOVA; *P < 0.05, **P < 0.01, ***P < 0.001, ns indicates no significant difference.

## Abbreviations

HSC: hematopoietic stem cell
LT-HSC: long-term hematopoietic stem cell
ST-HSC: short-term hematopoietic stem cell
MPP: multipotent progenitor cell
CMP: common myeloid progenitor
GMP: granulocyte-monocyte progenitor
CLP: common lymphoid progenitor
pro_B: progenitor B cells
pro_NK/T: progenitor NK/T cells
NeuP: neutrophil progenitors
cMoP: monocyte progenitors
cDCP: conventional dendritic cell progenitors
pDCP: plasmacytoid dendritic cell progenitors
MEP: megakaryocyte-erythrocyte progenitors
EryP: erythrocyte progenitors
MkP: megakaryocyte progenitors
BaP: basophil progenitors
CFU-G: colony-forming unit-granulocyte
CFU-M: colony-forming unit-monocyte
CFU-GM: colony-forming unit-granulocyte and monocyte
CFU-GEMM: colony-forming unit-granulocyte, erythrocyte, monocyte, and megakaryocyte

## References

[1] Agirman G, Yu KB, Hsiao EY (2021). Signaling inflammation across the gut-brain axis. Science.

[2] Furman D, Campisi J, Verdin E, Carrera-Bastos P, Targ S, Franceschi C (2019). Chronic inflammation in the etiology of disease across the life span. Nat Med.

[3] Marcelin G, Gautier EL, Clement K (2022). Adipose Tissue Fibrosis in Obesity: Etiology and Challenges. Annu Rev Physiol.

[4] Hemminki K, Sundquist K, Sundquist J, Forsti A, Liska V, Hemminki A (2023). Personal comorbidities and their subsequent risks for liver, gallbladder and bile duct cancers. Int J Cancer.

[5] Decramer M, Janssens W (2013). Chronic obstructive pulmonary disease and comorbidities. Lancet Respir Med.

[6] Genco RJ, Sanz M (2020). Clinical and public health implications of periodontal and systemic diseases: An overview. Periodontol 2000.

[7] Hajishengallis G (2015). Periodontitis: from microbial immune subversion to systemic inflammation. Nat Rev Immunol.

[8] Konkel JE, O'Boyle C, Krishnan S (2019). Distal Consequences of Oral Inflammation. Front Immunol.

[9] Potempa J, Mydel P, Koziel J (2017). The case for periodontitis in the pathogenesis of rheumatoid arthritis. Nat Rev Rheumatol.

[10] Schenkein HA, Papapanou PN, Genco R, Sanz M (2020). Mechanisms underlying the association between periodontitis and atherosclerotic disease. Periodontol 2000.

[11] Peres MA, Macpherson LMD, Weyant RJ, Daly B, Venturelli R, Mathur MR (2019). Oral diseases: a global public health challenge. Lancet.

[12] Skou ST, Mair FS, Fortin M, Guthrie B, Nunes BP, Miranda JJ (2022). Multimorbidity. Nat Rev Dis Primers.

[13] Vrinzen CEJ, Delfgou L, Stadhouders N, Hermens R, Merkx MAW, Bloemendal HJ (2023). A Systematic Review and Multilevel Regression Analysis Reveals the Comorbidity Prevalence in Cancer. Cancer Res.

[14] Dewan P, Ferreira JP, Butt JH, Petrie MC, Abraham WT, Desai AS (2023). Impact of multimorbidity on mortality in heart failure with reduced ejection fraction: which comorbidities matter most? An analysis of PARADIGM-HF and ATMOSPHERE. Eur J Heart Fail.

[15] Li XF, Wang H, Yu X, Saha G, Kalafati L, Ioannidis C (2022). Maladaptive innate immune training of myelopoiesis links inflammatory comorbidities. Cell.

[16] Chavakis T, Mitroulis I, Hajishengallis G (2019). Hematopoietic progenitor cells as integrative hubs for adaptation to and fine-tuning of inflammation. Nat Immunol.

[17] Gaffen SL, Moutsopoulos NM (2020). Regulation of host-microbe interactions at oral mucosal barriers by type 17 immunity. Sci Immunol.

[18] Collins A, Mitchell CA, Passegué E (2021). Inflammatory signaling regulates hematopoietic stem and progenitor cell development and homeostasis. J Exp Med.

[19] Pietras EM (2017). Inflammation: a key regulator of hematopoietic stem cell fate in health and disease. Blood.

[20] Manz MG, Boettcher S (2014). Emergency granulopoiesis. Nat Rev Immunol.

[21] Schultze JL, Mass E, Schlitzer A (2019). Emerging Principles in Myelopoiesis at Homeostasis and during Infection and Inflammation. Immunity.

[22] Overbeeke C, Tak T, Koenderman L (2022). The journey of neutropoiesis: how complex landscapes in bone marrow guide continuous neutrophil lineage determination. Blood.

[23] Ling MR, Chapple ILC, Matthews JB (2016). Neutrophil superoxide release and plasma C-reactive protein levels pre- and post-periodontal therapy. J Clin Periodontol.

[24] Wong SL, Demers M, Martinod K, Gallant M, Wang Y, Goldfine AB (2015). Diabetes primes neutrophils to undergo NETosis, which impairs wound healing. Nat Med.

[25] Silvestre-Roig C, Fridlender ZG, Glogauer M, Scapini P (2019). Neutrophil Diversity in Health and Disease. Trends Immunol.

[26] Chen S, Lake BB, Zhang K (2019). High-throughput sequencing of the transcriptome and chromatin accessibility in the same cell. Nat Biotechnol.

[27] Ma S, Zhang B, LaFave LM, Earl AS, Chiang Z, Hu Y (2020). Chromatin Potential Identified by Shared Single-Cell Profiling of RNA and Chromatin. Cell.

[28] Ranzoni AM, Tangherloni A, Berest I, Riva SG, Myers B, Strzelecka PM (2021). Integrative Single-Cell RNA-Seq and ATAC-Seq Analysis of Human Developmental Hematopoiesis. Cell Stem Cell.

[29] Laurenti E, Gottgens B (2018). From haematopoietic stem cells to complex differentiation landscapes. Nature.

[30] Velten L, Haas SF, Raffel S, Blaszkiewicz S, Islam S, Hennig BP (2017). Human haematopoietic stem cell lineage commitment is a continuous process. Nat Cell Biol.

[31] Koziel J, Potempa J (2022). Pros and cons of causative association between periodontitis and rheumatoid arthritis. Periodontol 2000.

[32] Khachigian LM (2006). Collagen antibody-induced arthritis. Nat Protoc.

[33] Apel F, Zychlinsky A, Kenny EF (2018). The role of neutrophil extracellular traps in rheumatic diseases. Nat Rev Rheumatol.

[34] Wigerblad G, Kaplan MJ (2023). Neutrophil extracellular traps in systemic autoimmune and autoinflammatory diseases. Nat Rev Immunol.

[35] King KY, Goodell MA (2011). Inflammatory modulation of HSCs: viewing the HSC as a foundation for the immune response. Nat Rev Immunol.

[36] Christ A, Günther P, Lauterbach MAR, Duewell P, Biswas D, Pelka K (2018). Western Diet Triggers NLRP3-Dependent Innate Immune Reprogramming. Cell.

[37] Kalafati L, Kourtzelis I, Schulte-Schrepping J, Li XF, Hatzioannou A, Grinenko T (2020). Innate Immune Training of Granulopoiesis Promotes Anti-tumor Activity. Cell.

[38] Yvan-Charvet L, Ng LG (2019). Granulopoiesis and Neutrophil Homeostasis: A Metabolic, Daily Balancing Act. Trends Immunol.

[39] Zhang DX, Glass CK (2013). Towards an understanding of cell-specific functions of signal-dependent transcription factors. J Mol Endocrinol.

[40] Evrard M, Kwok IWH, Chong SZ, Teng KWW, Becht E, Chen JM (2018). Developmental Analysis of Bone Marrow Neutrophils Reveals Populations Specialized in Expansion, Trafficking, and Effector Functions. Immunity.

[41] Ng LG, Ostuni R, Hidalgo A (2019). Heterogeneity of neutrophils. Nat Rev Immunol.

[42] Cowland JB, Borregaard N (2016). Granulopoiesis and granules of human neutrophils. Immunol Rev.

[43] Paul F, Arkin Y, Giladi A, Jaitin DA, Kenigsberg E, Keren-Shaul H (2015). Transcriptional Heterogeneity and Lineage Commitment in Myeloid Progenitors. Cell.

[44] Giladi A, Paul F, Herzog Y, Lubling Y, Weiner A, Yofe I (2018). Single-cell characterization of haematopoietic progenitors and their trajectories in homeostasis and perturbed haematopoiesis. Nat Cell Biol.

[45] Duarte PM, da Rocha M, Sampaio E, Mestnik MJ, Feres M, Figueiredo LC (2010). Serum Levels of Cytokines in Subjects with Generalized Chronic and Aggressive Periodontitis Before and After Non-Surgical Periodontal Therapy: A Pilot Study. J Periodontol.

[46] Andrukhov O, Ulm C, Reischl H, Nguyen PQ, Matejka M, Rausch-Fan X (2011). Serum Cytokine Levels in Periodontitis Patients in Relation to the Bacterial Load. J Periodontol.

[47] Wright HJ, Matthews JB, Chapple ILC, Ling-Mountford N, Cooper PR (2008). Periodontitis associates with a type 1 IFN signature in peripheral blood neutrophils. J Immunol.

[48] Kim YM, Kim H, Lee S, Kim S, Lee JU, Choi Y (2020). Airway G-CSF identifies neutrophilic inflammation and contributes to asthma progression. Eur Respir J.

[49] Reynaud D, Pietras E, Barry-Holson K, Mir A, Binnewies M, Jeanne M (2011). IL-6 Controls Leukemic Multipotent Progenitor Cell Fate and Contributes to Chronic Myelogenous Leukemia Development. Cancer Cell.

[50] Lv M, Chen M, Zhang R, Zhang W, Wang C, Zhang Y (2020). Manganese is critical for antitumor immune responses via cGAS-STING and improves the efficacy of clinical immunotherapy. Cell Res.

[51] Xian H, Watari K, Sanchez-Lopez E, Offenberger J, Onyuru J, Sampath H (2022). Oxidized DNA fragments exit mitochondria via mPTP- and VDAC-dependent channels to activate NLRP3 inflammasome and interferon signaling. Immunity.

[52] Chen K, Liu J, Cao X (2017). Regulation of type I interferon signaling in immunity and inflammation: A comprehensive review. J Autoimmun.

[53] Loos BG, Craandijk J, Hoek FJ, Wertheim-van Dillen PM, van der Velden U (2000). Elevation of systemic markers related to cardiovascular diseases in the peripheral blood of periodontitis patients. J Periodontol.

[54] Gaudilliere DK, Culos A, Debali K, Tsai AS, Ganio EA, Choi WM (2019). Systemic Immunologic Consequences of Chronic Periodontitis. J Dent Res.

[55] Irwandi RA, Kuswandani SO, Harden S, Marletta D, D'Aiuto F (2022). Circulating inflammatory cell profiling and periodontitis: A systematic review and meta-analysis. J Leukoc Biol.

[56] Jorch SK, Kubes P (2017). An emerging role for neutrophil extracellular traps in noninfectious disease. Nat Med.

[57] Herrero-Cervera A, Soehnlein O, Kenne E (2022). Neutrophils in chronic inflammatory diseases. Cell Mol Immunol.

[58] Silvestre-Roig C, Braster Q, Ortega-Gomez A, Soehnlein O (2020). Neutrophils as regulators of cardiovascular inflammation. Nat Rev Cardiol.

[59] Hidalgo A, Chilvers ER, Summers C, Koenderman L (2019). The Neutrophil Life Cycle. Trends Immunol.

[60] Pillay J, den Braber I, Vrisekoop N, Kwast LM, de Boer RJ, Borghans JAM (2010). *In vivo* labeling with 2H2O reveals a human neutrophil lifespan of 5.4 days. Blood.

[61] Kitamoto S, Nagao-Kitamoto H, Jiao Y, Gillilland MG 3rd, Hayashi A, Imai J (2020). The Intermucosal Connection between the Mouth and Gut in Commensal Pathobiont-Driven Colitis. Cell.

[62] Hayer S, Vervoordeldonk MJ, Denis MC, Armaka M, Hoffmann M, Backlund J (2021). 'SMASH' recommendations for standardised microscopic arthritis scoring of histological sections from inflammatory arthritis animal models. Ann Rheum Dis.

[63] Mei HE, Leipold MD, Maecker HT (2016). Platinum-conjugated antibodies for application in mass cytometry. Cytometry A.

[64] Mei HE, Leipold MD, Schulz AR, Chester C, Maecker HT (2015). Barcoding of live human peripheral blood mononuclear cells for multiplexed mass cytometry. J Immunol.

[65] Moreira-Teixeira L, Stimpson PJ, Stavropoulos E, Hadebe S, Chakravarty P, Ioannou M (2020). Type I IFN exacerbates disease in tuberculosis-susceptible mice by inducing neutrophil-mediated lung inflammation and NETosis. Nat Commun.

[66] Leslie J, Robinson SM, Oakley F, Luli S (2021). Non-invasive synchronous monitoring of neutrophil migration using whole body near-infrared fluorescence-based imaging. Sci Rep.

[67] Hao Y, Hao S, Andersen-Nissen E, Mauck WM 3rd, Zheng S, Butler A (2021). Integrated analysis of multimodal single-cell data. Cell.

[68] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[69] Qiu X, Mao Q, Tang Y, Wang L, Chawla R, Pliner HA (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat Methods.

[70] Herault L, Poplineau M, Mazuel A, Platet N, Remy E, Duprez E (2021). Single-cell RNA-seq reveals a concomitant delay in differentiation and cell cycle of aged hematopoietic stem cells. BMC Biol.

[71] Trevino AE, Muller F, Andersen J, Sundaram L, Kathiria A, Shcherbina A (2021). Chromatin and gene-regulatory dynamics of the developing human cerebral cortex at single-cell resolution. Cell.

[72] Schep AN, Wu B, Buenrostro JD, Greenleaf WJ (2017). chromVAR: inferring transcription-factor-associated accessibility from single-cell epigenomic data. Nat Methods.

[73] Castro-Mondragon JA, Riudavets-Puig R, Rauluseviciute I, Lemma RB, Turchi L, Blanc-Mathieu R (2022). JASPAR 2022: the 9th release of the open-access database of transcription factor binding profiles. Nucleic Acids Res.

[74] Stuart T, Srivastava A, Madad S, Lareau CA, Satija R (2021). Single-cell chromatin state analysis with Signac. Nat Methods.

[75] Szklarczyk D, Gable AL, Nastou KC, Lyon D, Kirsch R, Pyysalo S (2021). The STRING database in 2021: customizable protein-protein networks, and functional characterization of user-uploaded gene/measurement sets. Nucleic Acids Res.

[76] Doncheva NT, Morris JH, Gorodkin J, Jensen LJ (2019). Cytoscape StringApp: Network Analysis and Visualization of Proteomics Data. J Proteome Res.

# Supplementary material for: IFN-I-mediated neutropoiesis bias drives neutrophil priming and inflammatory comorbidities
**Source:** Theranostics. 2025 May 6;15(13):6058–81. doi: 10.7150/thno.110859
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

respectively. **(B)** Schematic diagram of the hematopoietic-lineage differentiation stages included in this study. **(C)** Dot plot of gene enrichment within clusters; colors represent the mean gene expression, and dot size represents the mean gene score. **(D)** Gating strategy for HSPCs. Cells were first gated based on forward scatter (FSC-A) and side scatter (SSC-A) to exclude debris. Singlets were gated using FSC-H against FSC-A, and lineage-committed cells were excluded. Within the lineage-negative population, cells were gated as LSK defined as double positive for cKit and Sca-1. Within the LSK population, cells were further divided into Flt3<sup>+</sup> and Flt3<sup>-</sup> population based on CD150 and Flt3 expression. MPP4 was defined as Flt3<sup>+</sup>CD150<sup>-</sup>CD48<sup>+</sup>. The Flt3<sup>-</sup> population was divided into MPP2, MPP3, ST-HSC, and LT-HSC by their surface expression of CD150 and CD48. In addition, cells were gated as MPP defined as CD150<sup>-</sup>CD48<sup>+</sup> in the LSK population. In a second strategy, c-Kit<sup>+</sup>Sca-1<sup>-</sup> cells were defined as the LKS<sup>-</sup> population and further gated based on CD34 and CD16/32 to define CMP, GMP, and MEP. Finally, lineage-negative cells were gated based on CD127. Lin<sup>-</sup>CD127<sup>+</sup> cells were further denoted as CLP based on Sca-1<sup>lo</sup> and c-Kit<sup>lo</sup> expression. **(E)** Absolute cell numbers of LSK, MPP, MPP3, MPP4, CMP and GMP in total BM cells. **(F)** Frequencies and absolute cell numbers of LT-HSC, ST-HSC and CLP in total BM cells. Data are presented as the mean  $\pm$  SD from at least three independent experiments; n = 6 mice/group (E-F). *P* values were calculated using two-tailed Student's *t* test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, ns indicates no significant difference.

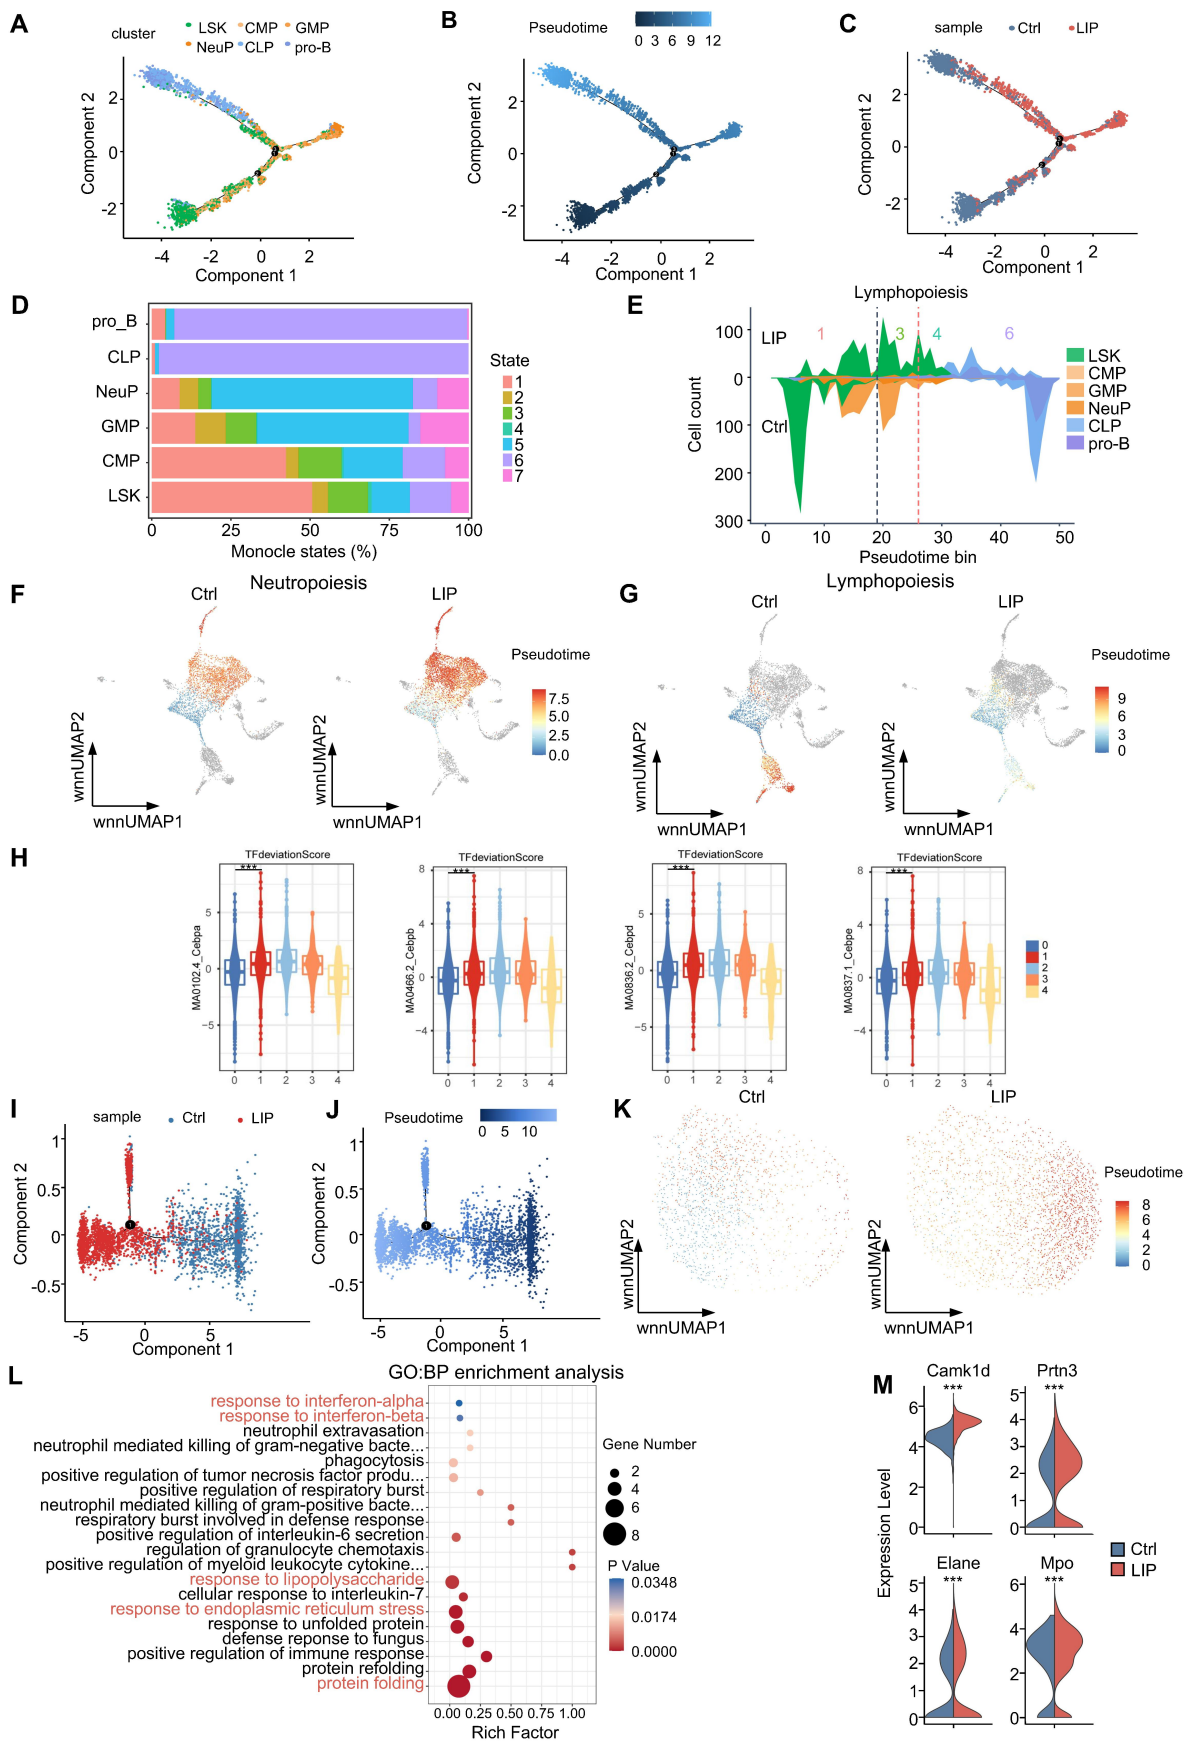

**Figure S2. Lineage differentiation trajectory of HSPCs and GMP subclusters, related to Figure 2.** (A-C) Differentiation trajectory generated using Monocle 2. Cells are colored according to cell types (A), pseudotime values (B), and sample (C), respectively. (D) Repartition (in percentage) of the different states (1 to 7) of the trajectory for each Seurat cluster. (E) Stacked plot of predicted cell types along pseudotime cut into 50 bins for LIP (upper part of the plots) and Ctrl (lower part of the plots) for lymphopoiesis. Black and red stretched lines mark 2 and 1 bifurcation point pseudotime, respectively. (F-G) UMAP showing the lineage trajectory of neutropoiesis (F), lymphopoiesis (G). Pseudotime values overlapped on the UMAP. (H) TF deviation score of *Cebpa*, *Cebpb*, *Cebpd*, and *Cebpe* in the indicated cell types. (I-J) Differentiation trajectory generated using Monocle 2. Cells are colored according to sample (I) and pseudotime values (J). (K) UMAP showing the lineage trajectory of GMP subclusters. Pseudotime values overlapped on the UMAP. (L) GO:BP enrichment analysis of upregulated genes in the NeuP cluster from LIP versus Ctrl mice. (M) Combined violin plots showing marker gene expression in the NeuP of Ctrl and LIP mice.

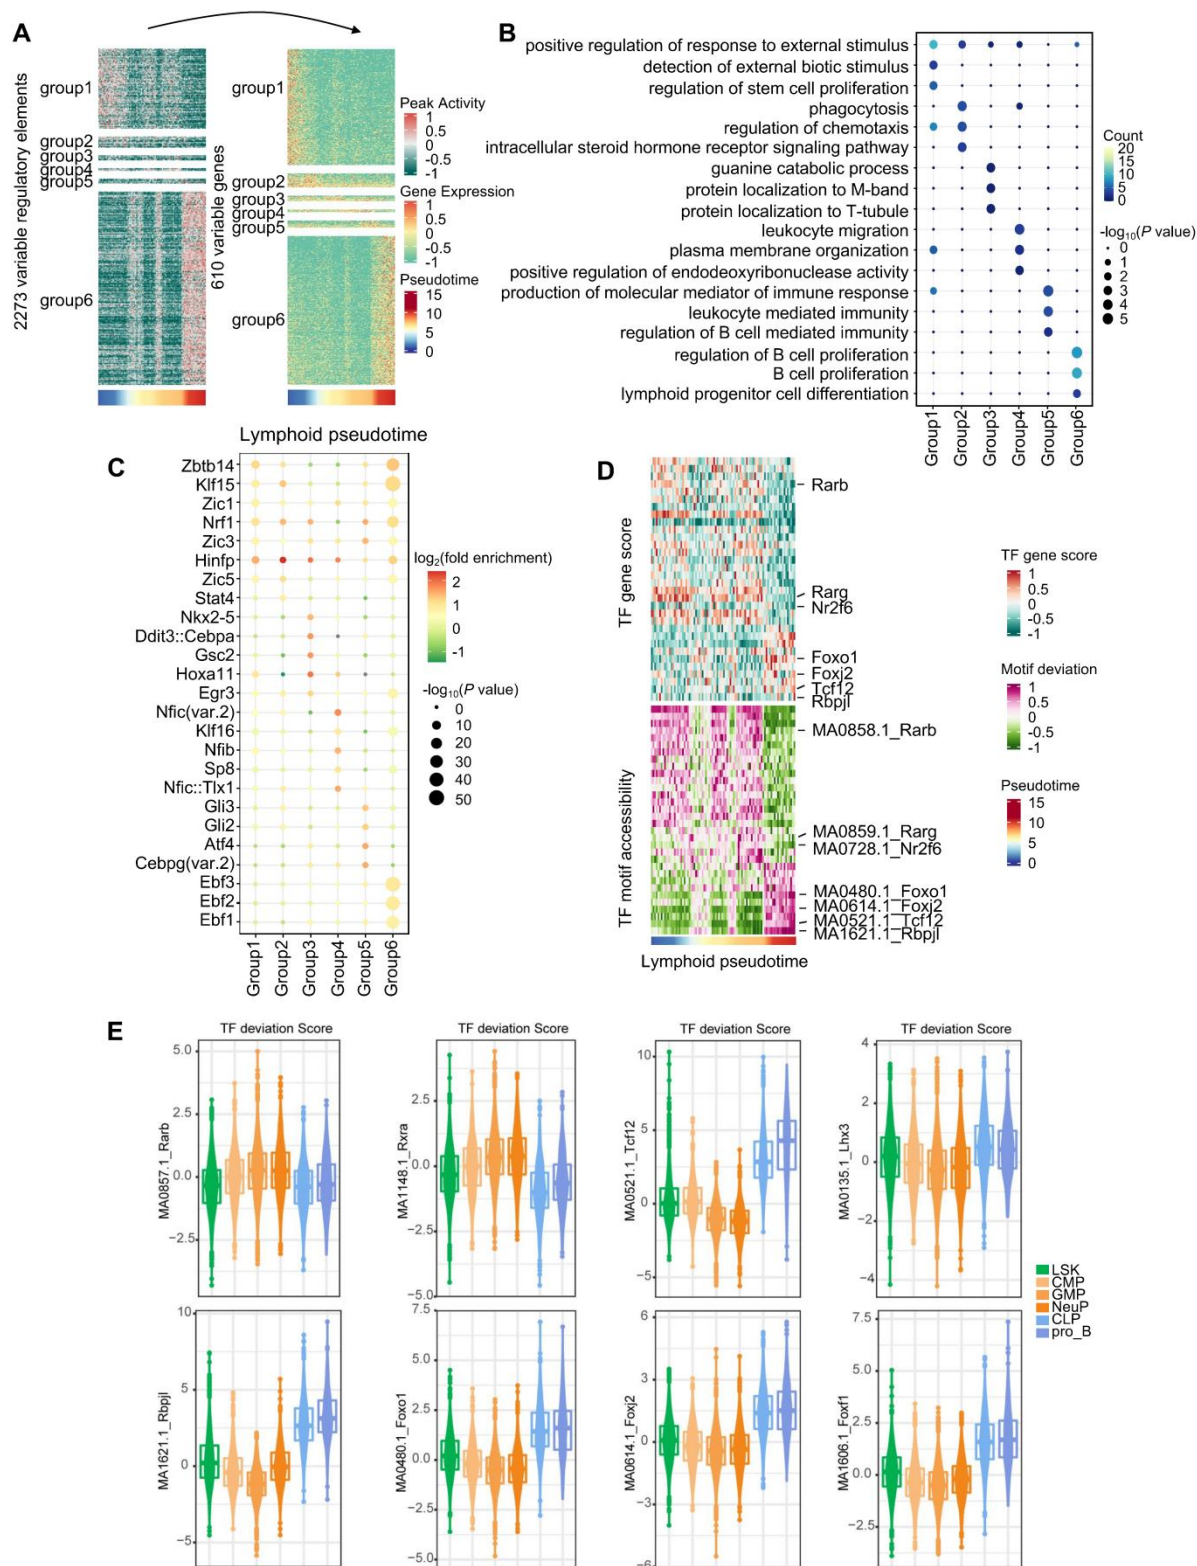

**Figure S3. Dynamic molecular features during hematopoietic lineage differentiation, related to Figure 3. (A) Accessibility (left) and expression (right) dynamics across lymphoid**

pseudotime. **(B)** GO enrichment terms associated with genes categorized into six interaction clusters. **(C)** Enrichment analysis of TF motifs within peaks corresponding to these six interaction clusters. Color intensity indicates  $\log_2(\text{fold enrichment})$ , while point size reflects  $-\log_{10}(P \text{ value})$ . **(D)** Heatmaps showing the positive TF regulators obtained from the integration of ordered TF gene scores (top) with ordered TF motif accessibility (bottom) across lymphoid pseudotime. **(E)** TF deviation score of *Rarb*, *Rxra*, *Tcf12*, *Lhx3*, *Rbpjl*, *Foxo1*, *Foxj2*, and *Foxf1* in the indicated cell types.

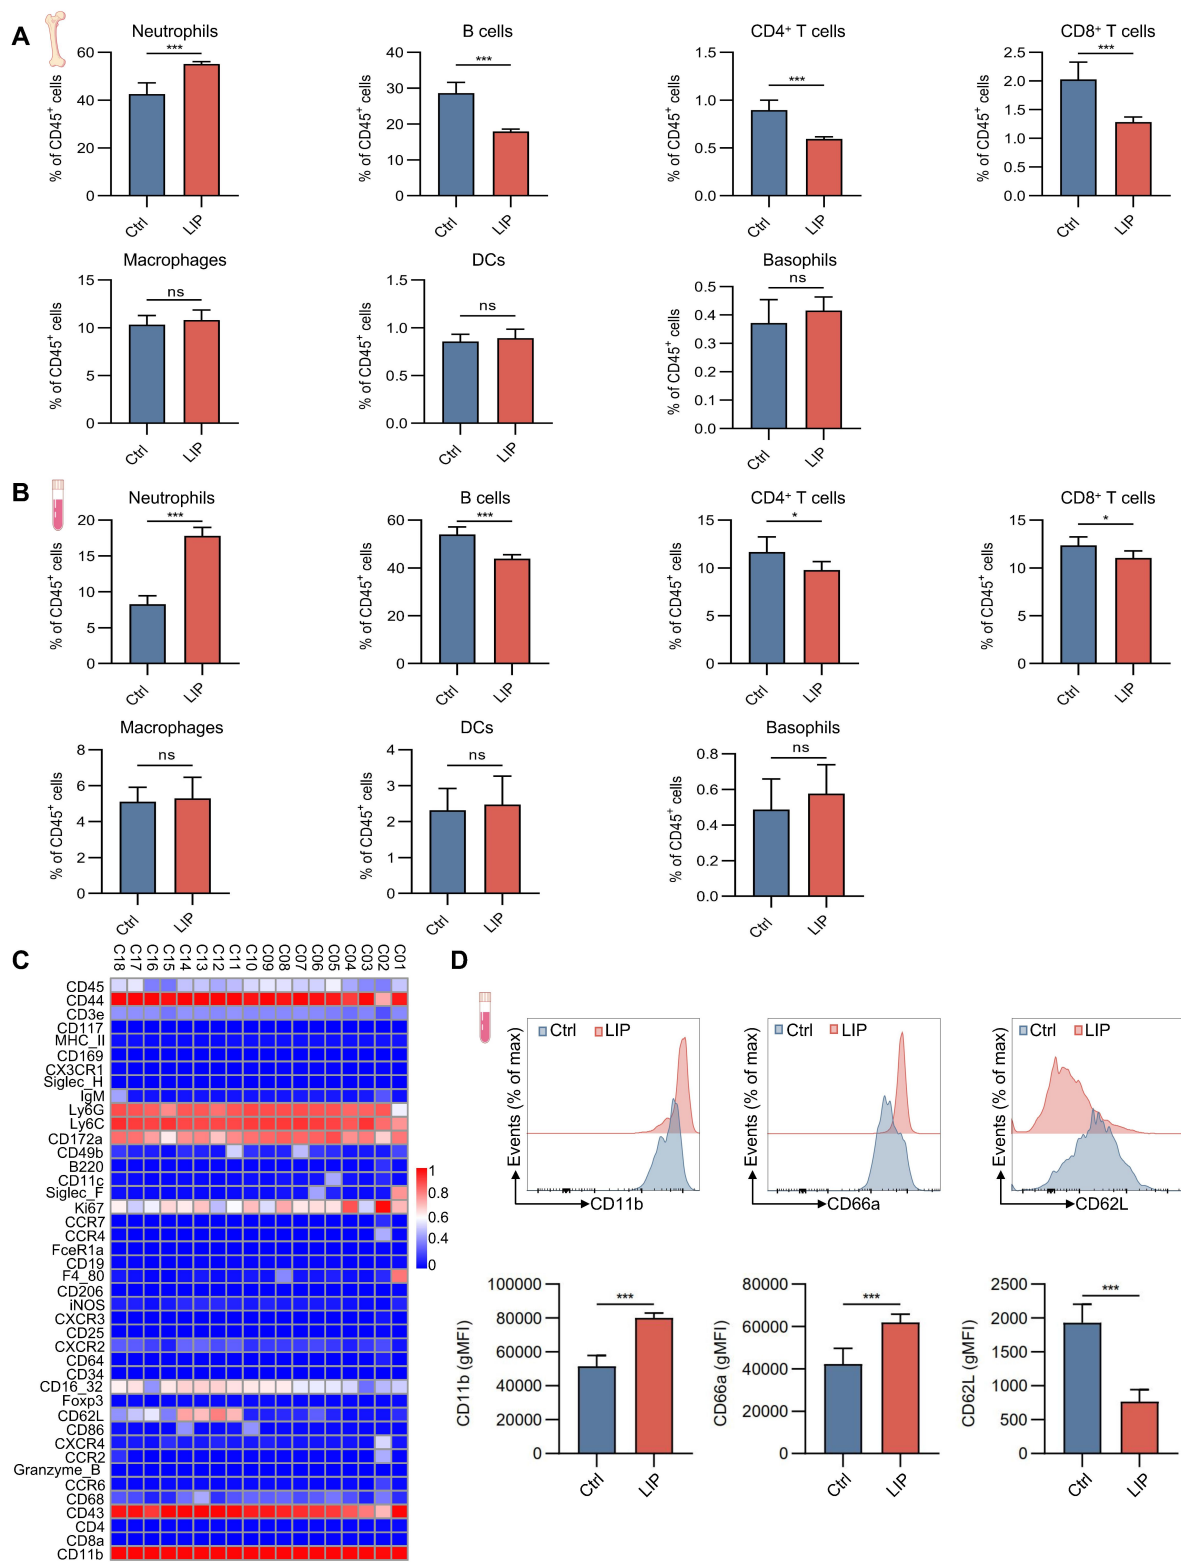

**Figure S4. Periodontitis primes neutrophils toward a pro-inflammatory phenotype, related to Figure 4. (A-B)** Frequencies of neutrophils, B cells, CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells, macrophages, DCs and basophils in CD45<sup>+</sup> cells in the BM (A) and PB (B) from Ctrl and LIP

mice. **(C)** Heatmap showing the relative expression level of 42 cell markers within the 18 neutrophil subclusters. **(D)** Flow cytometric analysis of the expression of CD11b, CD66a and CD62L in neutrophils obtained from PB. gMFI, geometric mean fluorescence intensity. Data are presented as the mean  $\pm$  SD from at least three independent experiments; n = 6 mice/group (A, B, and D). *P* values were calculated using two-tailed Student's *t* test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, ns indicates no significant difference.

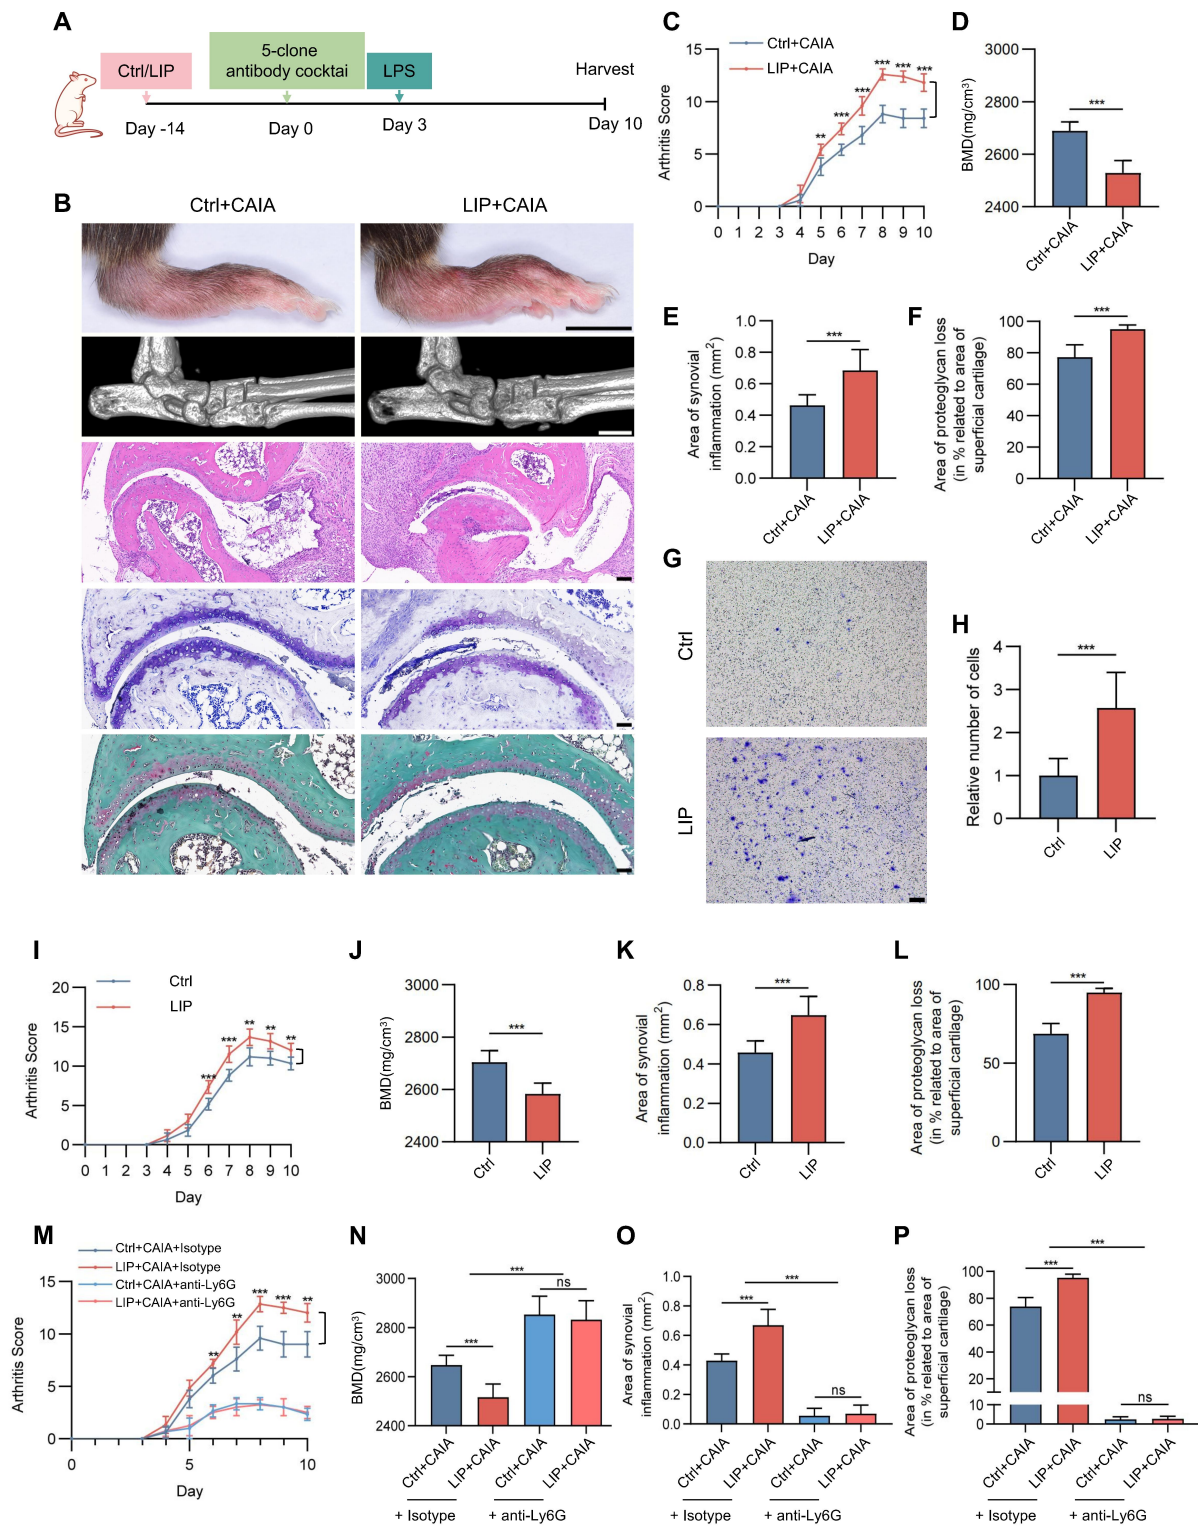

**Figure S5. Periodontitis aggravates arthritis by priming neutrophils, related to Figure 5.**

**(A)** Experimental protocol for CAIA model induction in Ctrl or LIP mice. **(B)** Representative

photographs of hindlimbs at the endpoint of the experiment from Ctrl+CAIA and LIP+CAIA groups (scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100  $\mu$ m), toluidine blue, and safranin-O/fast green staining (scale bar = 50  $\mu$ m). **(C-F)** Quantitative analysis of arthritis symptoms in Ctrl+CAIA and LIP+CAIA mice, presenting mean arthritis score for the CAIA model (C), BMD (D), synovial inflammation area (E), and proteoglycan loss area (F). **(G)** Representative photomicrographs of neutrophils in the chemotaxis assays (scale bar = 100  $\mu$ m). **(H)** Quantitative analysis of the chemotaxis assays. **(I-L)** Quantitative analysis of arthritis symptoms in mice treated with neutrophil adoptive transfer for the CAIA model, presenting mean arthritis score for the CAIA model (I), BMD (J), synovial inflammation area (K), and proteoglycan loss area (L). **(M-P)** Quantitative analysis of arthritis symptoms in Ly6G blockade-treated CAIA mice, presenting mean arthritis score for the CAIA model (M), BMD (N), synovial inflammation area (O), and proteoglycan loss area (P). Data are presented as the mean  $\pm$  SD from at least three independent experiments; n = 6/group (H), n = 8 mice/group (C-F and I-P). P values were calculated using two-tailed Student's *t* test (C-F and H-L) and one-way ANOVA (M-P); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, ns indicates no significant difference.

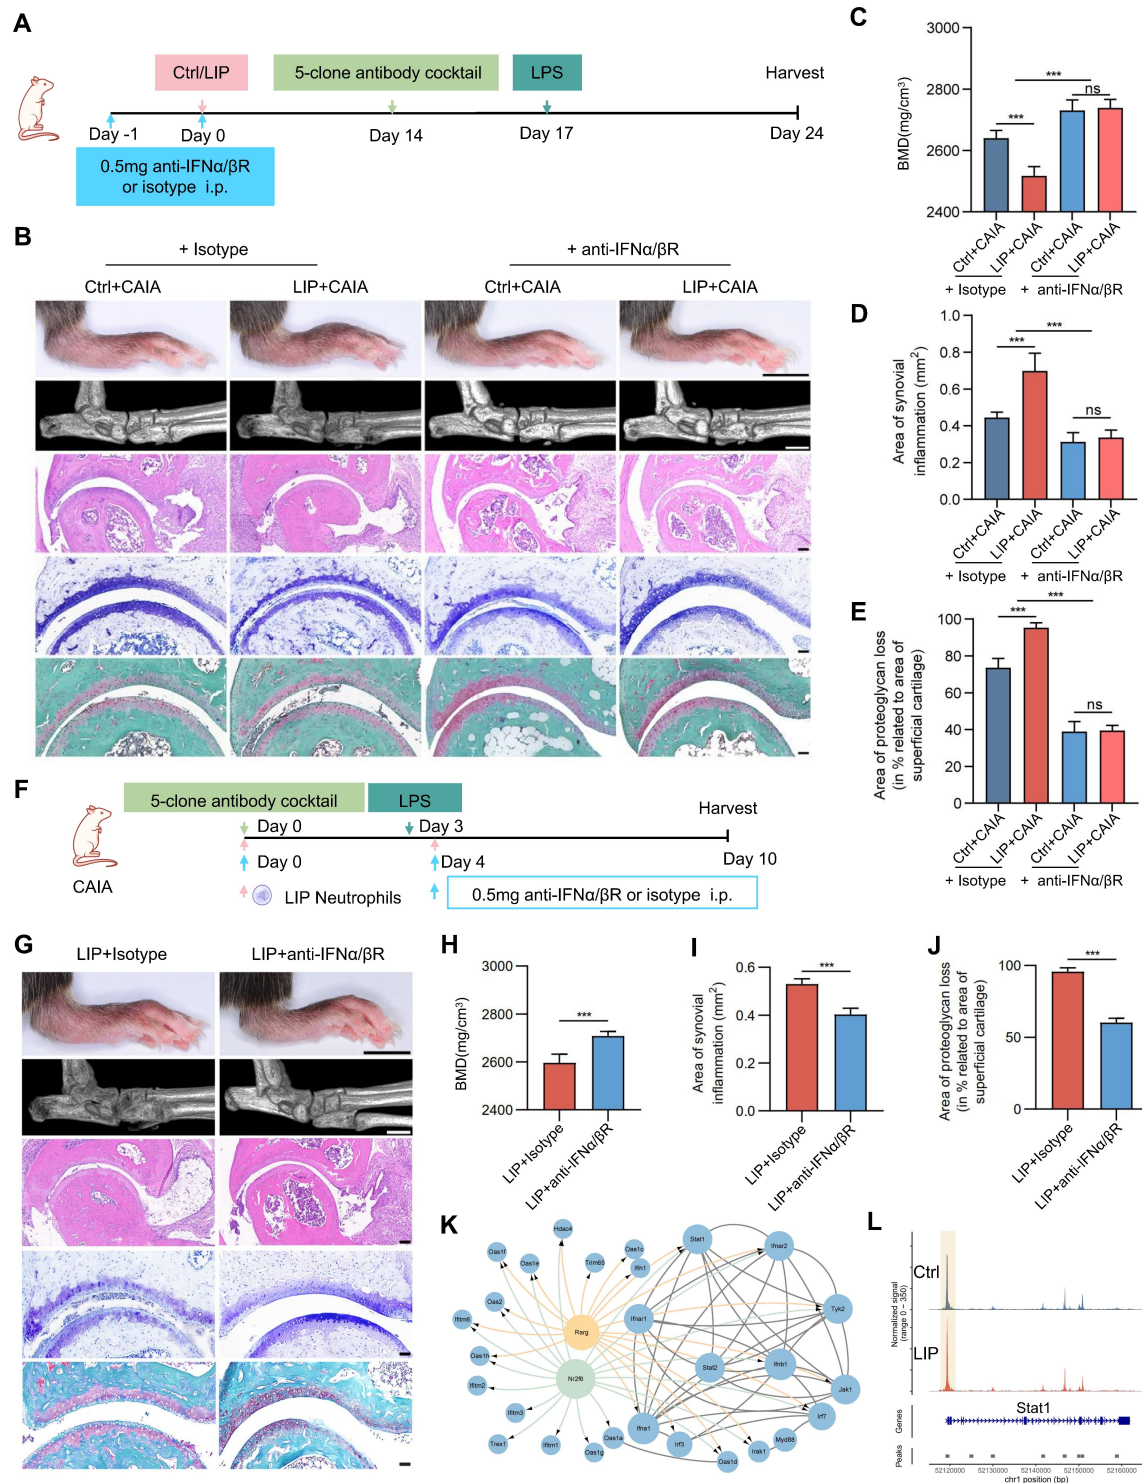

**Figure S6. IFN-I signaling blockade alleviates arthritis exacerbated by periodontitis or periodontitis-primed neutrophils, related to Figure 6. (A)** Schematic of the experimental design for IFN-I signaling blockade during CAIA model induction. **(B)** Representative photographs of hindlimbs at the endpoint of the experiment from different treatment groups

(scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100  $\mu$ m), toluidine blue, and safranin-O/fast green staining (scale bar = 50  $\mu$ m). **(C-E)** Quantitative analysis of arthritis symptoms in CAIA mice treated with IFN-I signaling blockade, presenting BMD (C), synovial inflammation area (D), and proteoglycan loss area (E). **(F)** Schematic of the experimental design for IFN-I signaling blockade during neutrophil transfer experiments. **(G)** Representative photographs of hindlimbs at the endpoint of the experiment from LIP+Isotype and LIP+anti-IFN $\alpha$ / $\beta$ R groups (scale bar = 5 mm); representative micro-CT images of ankle joints (scale bar = 1 mm); histopathological evaluation of ankle joints was performed using H&E (scale bar = 100  $\mu$ m), toluidine blue, and safranin-O/fast green staining (scale bar = 50  $\mu$ m). **(H-J)** Quantification of arthritis symptoms in CAIA mice treated with neutrophil transfer and subsequently subjected to IFN-I signaling blockade, presenting BMD (H), synovial inflammation area (I), and proteoglycan loss area (J). **(K)** Network diagram showing the interaction of the TFs *Rarg* and *Nr2f6* with genes in the type I IFN signaling pathway gene set (GO:0060337). **(L)** Genome browser track showing DARs near promoter regions of *Stat1* locus. Data are presented as the mean  $\pm$  SD from at least three independent experiments; n = 6 mice/group (C-E and H-J). *P* values were calculated using one-way ANOVA (C-E) and two-tailed Student's *t* test (H-J); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, ns indicates no significant difference.

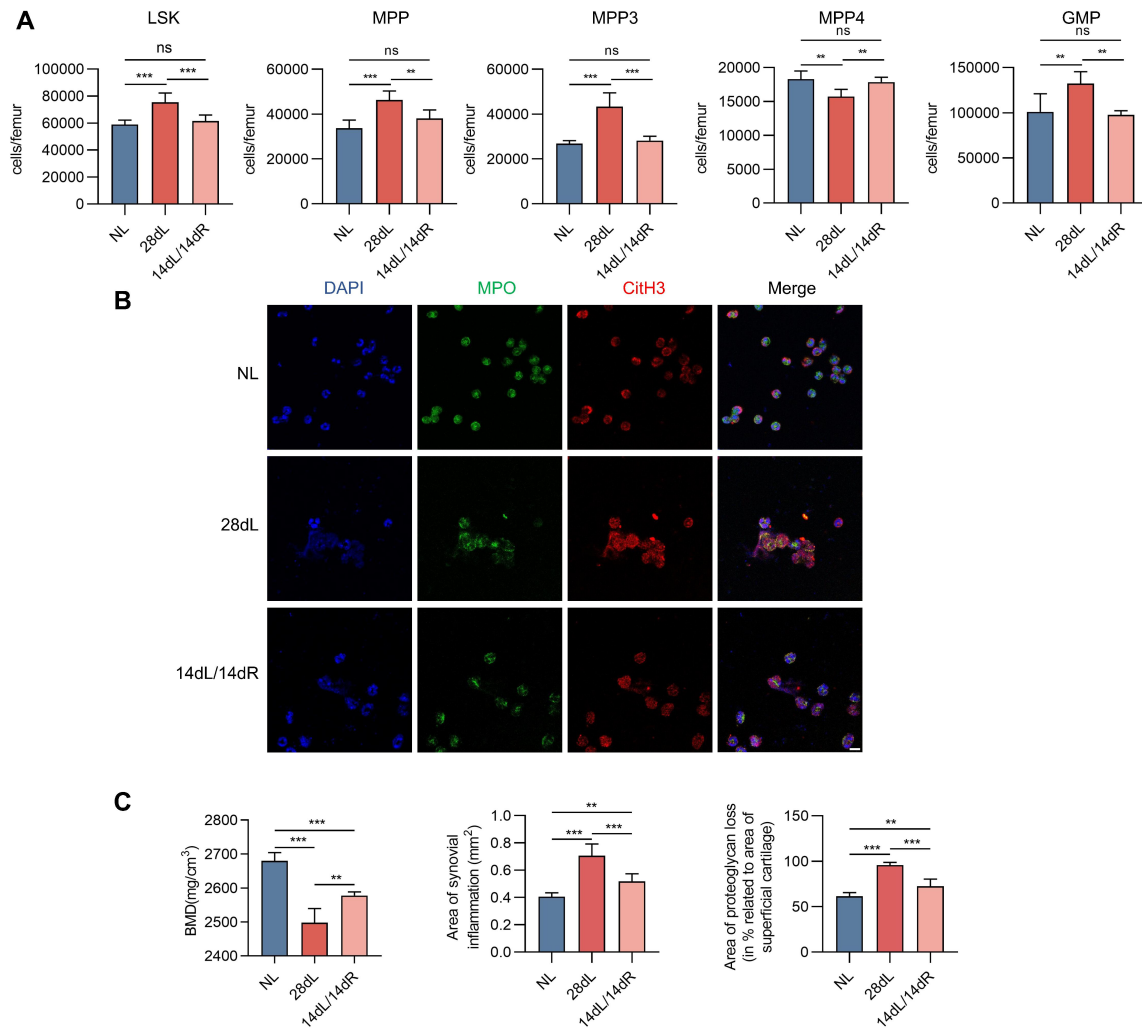

**Figure S7. Periodontal inflammation resolution alleviates periodontitis-related arthritis progression, related to Figure 7. (A)** Absolute cell numbers of LSK, MPP, MPP3, MPP4 and GMP in total BM cells. **(B)** Representative images of neutrophils stained with citH3 (red), MPO (green), and DAPI (blue). NETs are visualized via colocalization of citH3 and DAPI staining (merged images) (scale bar = 10  $\mu$ m). **(C)** Quantitative analyses of BMD, synovial inflammation area, and proteoglycan loss area in the ankle joints of NL, 28dL, and 14dL/14dR mice. Data are presented as the mean  $\pm$  SD from at least three independent experiments; n = 6 mice/group (A and C). *P* values were calculated using one-way ANOVA; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, ns indicates no significant difference.

**Table S1: TFBStools analysis results for *Nr2f6* and *Rarg* binding sites located within the promoter of *Stat1* gene (EntrezID : 20846).**

| TF           | JASPAR_<br>motifID | Gene         | Score            | Start | End  | Strand | Predicted Sequence    |
|--------------|--------------------|--------------|------------------|-------|------|--------|-----------------------|
| <i>Nr2f6</i> | MA0677.1           | <i>Stat1</i> | 11.9436139334696 | 387   | 400  | -      | CAGATCAAATGTCA        |
| <i>Rarg</i>  | MA0860.1           | <i>Stat1</i> | 8.10418915275733 | 1549  | 1565 | +      | GACGTCAGTGGAG<br>GTCC |

**Table S2. Mouse CyTOF panel.**

| Metal | Antibody        | Clone       | Cat number | Company        |
|-------|-----------------|-------------|------------|----------------|
| 89Y   | CD45            | 30-F11      | 103102     | Biolegend      |
| 113Ln | CD44            | IM7         | 103002     | Biolegend      |
| 115In | CD3ε            | 145-2C11    | 100302     | Biolegend      |
| 141Pr | CD117(c-kit)    | 2B8         | 105802     | Biolegend      |
| 142Nd | MHC II(I-A/I-E) | M5/114.15.2 | 107602     | Biolegend      |
| 143Nd | CD169(Siglec-1) | 3D6.112     | 142402     | Biolegend      |
| 144Nd | CX3CR1          | SA011F11    | 149002     | Biolegend      |
| 145Nd | Siglec H        | 440c        | GTX14268   | Genetex        |
| 146Nd | IgM             | RMM-1       | 406502     | Biolegend      |
| 147Sm | Ly-6G           | 1A8         | 127602     | Biolegend      |
| 148Nd | Ly-6C           | HK1.4       | 128002     | Biolegend      |
| 149Sm | CD172a(SIRPα)   | P84         | 144002     | Biolegend      |
| 150Nd | CD49b           | DX5         | 108902     | Biolegend      |
| 151Eu | CD45R(B220)     | RA3-6B2     | 103202     | Biolegend      |
| 152Sm | CD11c           | N418        | 117302     | Biolegend      |
| 153Eu | Siglec-F        | E50-2440    | 552125     | BD Biosciences |
| 154Sm | Ki-67           | SolA15      | 14-5698-82 | ebioscience    |
| 155Gd | CD197(CCR7)     | 4B12        | 120101     | Biolegend      |
| 156Gd | CD194(CCR4)     | 2G12        | 131202     | Biolegend      |
| 157Gd | FcεRIα          | MAR-1       | 134302     | Biolegend      |
| 158Gd | CD19            | 6D5         | 115502     | Biolegend      |
| 159Tb | F4/80           | C1:A3-1     | MCA497G    | Biorad         |
| 160Gd | CD206(MMR)      | C068C2      | 141702     | Biolegend      |
| 161Dy | iNOS            | CXNFT       | 14-5920-82 | ebioscience    |
| 162Dy | CD183(CXCR3)    | CXCR3-173   | 126502     | Biolegend      |

|       |                       |           |              |                |
|-------|-----------------------|-----------|--------------|----------------|
| 163Dy | CD25(IL-2R $\alpha$ ) | 3C7       | 101902       | Biolegend      |
| 164Dy | CD182(CXCR2)          | SA044G4   | 149302       | Biolegend      |
| 165Ho | CD64(Fc $\gamma$ RI)  | X54-5/7.1 | 139302       | Biolegend      |
| 166Er | CD34                  | RAM34     | 553731       | BD Biosciences |
| 167Er | CD16/32               | 93        | 101302       | Biolegend      |
| 168Er | Foxp3                 | FJK-16s   | 14-5773-82   | ebioscience    |
| 169Tm | CD62L                 | MEL-14    | 104402       | Biolegend      |
| 170Er | CD86                  | GL-1      | 105002       | Biolegend      |
| 171Yb | CD184(CXCR4)          | L276F12   | 146502       | Biolegend      |
| 172Yb | CD192(CCR2)           | 475301    | MAB55381-100 | R&D Systems    |
| 173Yb | Granzyme B            | GB11      | 3173006B     | Fluidigm       |
| 174Yb | CD196(CCR6)           | 29-2L17   | 129802       | Biolegend      |
| 175Lu | CD68                  | FA-11     | 137002       | Biolegend      |
| 176Yb | CD43                  | S11       | 143202       | Biolegend      |
| 197Au | CD4                   | RM4-5     | 100576       | Biolegend      |
| 198Pt | CD8a                  | 53-6.7    | 100746       | Biolegend      |
| 209Bi | CD11b                 | M1/70     | 101202       | Biolegend      |

**Table S3: The primers used for RT-qPCR.**

| Gene          | Primer sequence (5' to 3') -Forward | Primer sequence (5' to 3')-Reverse |
|---------------|-------------------------------------|------------------------------------|
| <i>Gapdh</i>  | CCATCACCATCTTCCAGG                  | AGACTCCACGACATACTCA                |
| <i>Ifna1</i>  | CTGTGCTTTTCTGATGGTCC                | CAGATGAGTCCTTTGATGTGAA             |
| <i>Ifnb1</i>  | TGCGTTCCTGCTGTGCT                   | GTCCGCCCTGTAGGTGAG                 |
| <i>Ifnar1</i> | TTCCGAGGTGGGACAATC                  | CAATAAGAAGGACGAGCAAAGT             |

How the deposited data were processed for this re-analysis (not part of the article)

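The data analysed here are 6 Smart-seq2 libraries of sorted PB neutrophils, 3 from Ctrl mice and 3 from LIP mice at 14 d, each a pool of 5 mice. Conditions and replicate numbers were taken from the sample labels, which name the ligated group by its ligature, and from the methods. The same replicate numbers occur in both groups through the labels alone, and same-numbered libraries come from different mice. The BM RNA-seq, the single-cell multiome, mass cytometry and flow cytometry data were not analysed here, so the genes shared between PB and BM were not recomputed.

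The authors deposited raw read counts per gene, without normalization, and FPKM values, which the authors computed from those counts by gene length and library total. Sequencing was paired-end on an Illumina NovaSeq, and quality control, alignment and differential expression were done by the sequencing company by its standard procedures. The paper's text does not name the aligner, the counting tool, their versions or the use of strand. The deposited table lists 29097 genes, gives GRCm38 coordinates and carries Gene Ontology annotations. In the table, 50 gene names occur on several rows, and the row with the higher mean FPKM was used for a name. Of the 94 genes named by the rule below, 16 overlap another gene with a mean FPKM of at least 1, and their values are uncertain where reads fall in the overlap.

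Before the data were examined, the values were taken to be FPKM only, and the fit was set as limma on log2(FPKM + 1). The deposited table also holds counts, for which a count test is needed, so the main test became edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts with TMM normalization and no replicate block, and the limma fit (limma 3.58.1) became an alternative. Genes with a mean FPKM of at least 1 over the 6 libraries were tested, 10440 in all, and p-values were adjusted by the Benjamini-Hochberg method. Standard errors are the absolute log2 fold change divided by the root of the F statistic. Values per gene are TMM-normalized counts scaled to library total (CPM). GSEA used fgsea 1.28.0 on the signed root of the F statistic. Gene lists were compared with all other genes by limma's camera method in its preranked form, with a preset inter-gene correlation of 0.01, where plain camera had been set beforehand. Terms of Fig. 4J were tested by one-sided Fisher's exact tests on the direct annotations, not carried up to parent terms. Lists of cell type markers were compared by their mean log2(FPKM + 1) per library with two-sided exact permutation tests, whose smallest p for 3 libraries against 3 is 0.1.

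Total counts per library lay between 52186555 and 57262379, and counting error is small beside the spread between libraries: pairs of libraries within a group differed by 42.5 to 85.2 in chi-square per gene, so no pair had counts within sampling noise of each other. This treats reads as independent, and a pool amplified more than once would not be recognized by it. The common biological coefficient of variation was 0.265. Because PCR copies are counted as reads, counts near the floor of 3 reads are less certain than their counting error.

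The gene lists were written by hand before the data were examined. The genes named are the 30 of Fig. 6C and the genes the paper names, the 5 highest and 5 lowest among genes with an adjusted p under 0.05, a mean FPKM of at least 10 and no overlap between groups, the most changed genes of each list tested, and the most abundant markers of cell type lists whose mean differs between groups. The last condition was read as no overlap between the libraries of the 2 groups. That reading was chosen after values had been seen, and it dropped the NK cell and the eosinophil and basophil markers. *Trex1*, a leading-edge gene, falls outside this rule and is named after its values were seen. Some results for single genes are not reported here.

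The alternatives set before the data were examined are other pseudocounts, filters, FPKM scalings, gene rankings and gene sets, the replicate block, and leaving out each library. Alternatives on pseudocounts and FPKM scalings run in limma, since they have no meaning for counts. The limma fit with a pseudocount of 1 as an alternative, DESeq2 1.42.0, edgeR with library totals, with median-of-ratios factors, with filterByExpr and with scaling on the mature neutrophil genes, the ranking of all listed genes by signal-to-noise ratio and marker lists on CPM were added after seeing the data. Scaling on neutrophil genes lowers every gene by about the rise of the reference genes, and the number of genes that stay higher under it was not read for or against a hypothesis, a decision made after the numbers were seen.

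The tests were tried on simulated counts for 10440 genes, of which 200 were changed. edgeR recovered 72.5% of the changed genes with 5.23% false calls among 153 calls, limma recovered 75.0% with 6.83% false calls, and DESeq2 recovered 80.0% with 18.4% false calls. In the data, 5601 genes had an adjusted p under 0.05 and the composition differed between groups. The simulated rates therefore do not describe the tests on these libraries. Figures were drawn with matplotlib 3.10.9.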

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

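The tests on depth, on the genes with most counts and on the share of neutrophil RNA, and those of the erythroid list on GC content and on gene copies, were chosen only after the results they bear on were seen. The paper does not report transcripts of other cell types in the sorted PB neutrophils, and of 8 lists of such markers, written before the data were examined, 6 stood apart between the groups, with no overlap between the 3 Ctrl and the 3 LIP libraries. The NK cell list and the list of eosinophils and basophils overlapped.

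The mean log2(FPKM + 1) of the B cell list was 7.29 ± 0.0172 in Ctrl and 4.60 ± 0.0384 in LIP (SD, n = 3 each), a difference of -2.68. The T cell list differed by -2.18 and the erythroid list by -3.02, and each of the 3 Ctrl libraries lay above each LIP library on all 3 lists (two-sided exact permutation test, p = 0.1, the smallest possible; 0.133 after Benjamini-Hochberg adjustment over the 8 marker lists). In edgeR's test, 17 of 17 B cell genes, 16 of 16 T cell genes and 11 of 11 erythroid genes were lower in LIP at an adjusted p under 0.05. *Ighm* went from 2811 ± 150 to 631.9 ± 28.8 CPM (SD, n = 3 each). B cell genes took 1.27% of the counts in Ctrl and 0.183% in LIP, T cell genes 0.125% and 0.0235%, and mitochondrial mRNA 1.47% and 0.442%.

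A candidate explanation is RNA of B cells, T cells and erythroid cells in the sorted samples, in a larger amount in Ctrl. If so, the genes of one cell type would fall by similar amounts. The log2 fold changes ran from -2.98 to -2.15 among B cell genes, from -3.38 to -1.26 among T cell genes and from -3.99 to -2.04 among erythroid genes, so the T cell and erythroid genes did not fall by one factor. The spread of log2 fold changes among B cell genes was as small in a share of 1e-04 of 10000 random lists matched on expression, the smallest share these draws can give, among T cell genes in 0.039 and among erythroid genes in 0.0055. Genes of one cell type can also change together for other reasons, so this does not show carry-over. Other technical explanations were tested. Over 6 other scalings the highest median of the 3 lists was -2.06, so normalization does not remove the fall. Mean total counts differed by a ratio of 1.04 between LIP and Ctrl. The 100 genes with most counts took 41.8% of the counts in Ctrl and 39.7% in LIP. Their share was not larger in LIP, so they do not account for a fall of other genes there. With library totals the median of the B and T cell genes was -2.83 with these genes and -2.89 without them. That of the 7 erythroid genes left was -3.25 and -3.31. With these shares, leaving the 100 genes out could only deepen the fall, so these medians add no further test. The share of random lists matched on GC content and length whose median moved as far was 1e-04 for each of the B cell, T cell and erythroid lists, again the smallest possible. The 26 B and T cell genes outside the immunoglobulin, T cell receptor and histocompatibility families had a median of -2.54, and the 7 erythroid genes other than haemoglobin genes one of -2.92, so shared reads between copies in these families do not account for it. A single exchanged library would mix the groups, but the B cell list lay between 7.27 and 7.30 in the Ctrl libraries and between 4.56 and 4.63 in the LIP libraries. Sequencing or library batches are not given and were not testable. The pattern therefore cannot be told apart from RNA of these other cells. The paper's mass cytometry of blood (Fig. 4D) shows fewer lymphocytes and more neutrophils in LIP mice. A difference in the blood itself may therefore play a part. In libraries of sorted neutrophils it would act through RNA of those other cells in the samples. These libraries cannot separate it from a difference in the sorting.

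The platelet list was higher in LIP, with a difference of 0.90 in mean log2(FPKM + 1). In edgeR's test 14 of 14 platelet genes were higher, among them *Ppbp* and *Pf4*, with log2 fold changes of 1.23 and 1.21. After scaling on the mature neutrophil genes the median of this list was -0.34, with 4 of 14 genes lower and 0 higher at an adjusted p under 0.05, in a scaling that moved the median of all genes to -1.67. No biological explanation was tested for it.

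The dendritic cell list differed by -1.27 in mean log2(FPKM + 1), with 4 of its 7 tested genes lower and 2 higher in LIP at an adjusted p under 0.05. Its most abundant genes, *Cd74*, which overlaps a microRNA gene, and *H2-Ab1*, had log2 fold changes of -2.27 and -2.28. Both values lie within the range of the B cell genes, from -2.98 to -2.15. The monocyte list differed by 0.33, with 11 of 16 genes higher and 2 lower at the same limit. After scaling on the mature neutrophil genes the median of the monocyte list was -0.73, with 0 genes higher and 12 lower. The genes of these lists moved both ways, and the tests above were not run on them. No biological explanation was tested for these lists.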

How the results depend on the processing

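Which libraries, filters and scalings to vary was set before the data were examined, except for the settings called added here, which were chosen after seeing the data.

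With each of the 6 libraries left out in turn, genes with an unadjusted p under 0.05 ranged from 5544 to 6050 and genes with an adjusted p under 0.05 from 4674 to 5385. The normalized enrichment score of the type I interferon set ranged from 1.96 to 2.11, the median log2 fold change of the Fig. 6C genes from 1.37 to 1.52, that of the other interferon-stimulated genes from 0.26 to 0.40, and the number of Fig. 4J terms from 9 to 11. The number of neutrophil lists stayed at 6. It was 5 with quantile normalization, and with the added scaling on the mature neutrophil genes 3 lists ranked higher and 1 lower. The enrichment score was 2.13 with genes ranked by log2 fold change, 2.34 by signal-to-noise ratio, and 1.57 for the Reactome set.

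The numbers of genes moved with the filter on low values. At a mean FPKM of at least 5, 3806 of 5328 genes had an unadjusted p under 0.05 and 3666 an adjusted p under 0.05, the Fig. 6C median was 1.24, and the other interferon-stimulated genes had a median of 0.15 that no longer passed. With at least a 2-fold change required, 3611 genes passed at an unadjusted p under 0.05. Without a filter, 15 Fig. 4J terms passed in place of 9, while 7 passed with quantile normalization of FPKM in limma and 6 with the added scaling on the mature neutrophil genes. The cause was not tested.

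In limma on FPKM, the Fig. 6C median was 1.08 with a pseudocount of 0.1, 0.92 with a pseudocount of 5, 1.18 with quantile normalization and 1.04 without the trend. The limma fit on log2(FPKM + 1), set before the data were examined and replaced once the table was seen to hold counts, gave 1.04, 6737 genes with an unadjusted p under 0.05, and an enrichment score of 2.37. The other interferon-stimulated genes, which had a camera p of 0.0156 in edgeR with TMM, did not pass with a pseudocount of 0.1 (median 0.013), with quantile normalization (0.25), in the limma fit on log2(FPKM + 1) (0.012), or, among the added settings, in DESeq2 (0.36), with library totals or with scaling on the mature neutrophil genes (medians given with those scalings), and as the set in GSEA they had a score of 1.27 that did not pass. The cause was not tested.

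The split into higher and lower genes depends on the scaling. Of the genes with an unadjusted p under 0.05, 48.5% were higher in LIP with TMM, 32.3% in the limma fit on log2(FPKM + 1), and, in added settings, 31.3% with library totals and 1.82% with scaling on the mature neutrophil genes. The median log2 fold change of all genes, -0.09 with TMM, was -0.31, -0.42 and -1.67 in these fits. With library totals the Fig. 6C median was 1.07 and that of the other interferon-stimulated genes -0.0081. With scaling on the mature neutrophil genes, 8870 genes had an adjusted p under 0.05, and the enrichment score was -0.79 (p = 0.773, from gene permutations). The Fig. 6C median was -0.17 and the median of the other interferon-stimulated genes -1.25. Relative to the median of all genes in that fit, the Fig. 6C genes still lay higher.

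With the replicate block, 6223 genes had an unadjusted p under 0.05 and 5546 an adjusted p under 0.05, the enrichment score was 2.00, the Fig. 6C median 1.39 and that of the other interferon-stimulated genes 0.32. Deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.018 (from -0.011 to 0.044), and these libraries come from different mice, so the numbers do not pair them.

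Apart from the scaling on the mature neutrophil genes, 5 genes near 0 changed sign. *Prtn3*, at -0.02, was 0.018 without a filter, 0.015 and 0.26 in limma with median-of-ratios factors and quantile normalization, and in added settings 0.020 in DESeq2, 0.020 with median-of-ratios factors in edgeR and 0.023 with filterByExpr; with a library left out it ranged from -0.25 to 0.37. *Cebpe*, at 0.10, was -0.076 at a mean FPKM of at least 5, -0.30 and -0.18 in limma with pseudocounts of 0.1 and 5, -0.27 without the trend, -0.27 in the limma fit on log2(FPKM + 1) and -0.23 with library totals, and ranged from -0.15 to 0.41 with a library left out. *Ctss*, at 0.16, was -0.017 at a mean FPKM of at least 5, -0.14 and -0.14 with pseudocounts of 0.1 and 5, -0.38 with quantile normalization, -0.14 without the trend, -0.14 in the limma fit on log2(FPKM + 1) and -0.16 with library totals. With quantile normalization *Ctss* was lower in LIP at an adjusted p of 0.00240 from limma, whereas with TMM it did not pass (adjusted p = 0.235 from edgeR). *Il6*, at 0.06, was -0.10 with the replicate block, -0.38 and -0.061 with pseudocounts of 0.1 and 5, -0.028 rescaled to TPM, -0.20 without the trend, -0.20 in the limma fit on log2(FPKM + 1) and -0.26 with library totals, and ranged from -0.35 to 0.43 with a library left out. *Nr2f6* ranged from -0.60 to 0.10 with a library left out. The NK cell list, lower by -0.09 in mean log2(FPKM + 1), was higher by 0.14 on log2 CPM, an added setting. The cause was not tested. Among single genes and gene lists, 73 other values were weaker, 11 stronger and 6 moved. These numbers leave out the added scaling on the mature neutrophil genes, under which 37 of the 94 named genes changed sign.

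There are 10 splits of the 6 libraries into 3 and 3. The real split was compared with those that part all same-numbered pairs, 4 with the real one, and the other 6 part 1 pair each. In 1 of the 4, the real one, the result was as large for genes with an unadjusted p under 0.05, genes with an adjusted p under 0.05, the enrichment score, the Fig. 6C median, the median of the other interferon-stimulated genes, the Fig. 4J terms and the neutrophil lists, and this design cannot give a share low enough to rule chance out. Every other split has 2 LIP libraries and 1 Ctrl library in one group and the reverse in the other, so it keeps part of the real difference and is not free of it. The scores and medians of these splits all pointed toward the group with 2 LIP libraries and are given in that direction. In the 3 others, 44 to 83 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and 0 terms passed, but the enrichment score reached 1.84, the Fig. 6C median 0.48 and the number of neutrophil lists 4 to 5. In the 6 that part 1 pair, the score reached 1.95, the Fig. 6C median 0.52 and the number of lists 6, as many as in the real split. GSEA and camera rank genes against each other, and these splits do not show what either would give without a difference between the conditions.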

Differences from the paper's values

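The paper's figures show 2 values that were also computed here, and neither is more than 1.5 times the other. The number of PB genes with an unadjusted p under 0.05 was 6225, against the paper's about 8200 in Fig. 4H, read by eye. The normalized enrichment score was 2.06, against the paper's about 2.2 in Fig. 6B, read by eye, where the figure does not say whether PB or BM neutrophils are shown.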

Other observations

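The tests on scaling by neutrophil genes and on depth were chosen only after the results they bear on were seen.

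A hypothesis concerns the Fig. 6C genes. Since B cell, T cell and erythroid transcripts were lower in the LIP libraries, part of the higher expression of the Fig. 6C genes may come from a larger share of neutrophil RNA. Scaled on the mature neutrophil list, 5 of 30 stayed higher at an adjusted p under 0.05 and 7 were lower; among the 21 genes of that list 6 were higher and 5 lower. Scaled on the secondary and tertiary granule list, 12 of 30 stayed higher and 3 were lower. These numbers decide nothing, because such a scaling lowers every gene by about the rise of the reference genes (the median of all genes went from -0.09 to -1.67 with the mature list), whether that rise comes from a larger share of neutrophil RNA or from changes within neutrophils. Normalization without neutrophil genes does not remove the rise, since the lowest median over 6 other scalings was 1.07, nor does GC content or length, since 1e-04 of matched random lists rose as far, the smallest share the draws can give. Total counts differed by a ratio of 1.04. The share of neutrophil RNA was not measured apart from these genes, so the higher expression of the Fig. 6C genes cannot be told apart from a larger share. The other interferon-stimulated genes had a median of -1.25 after scaling on the mature neutrophil list, which decides nothing for the same reason.

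Several genes bear on proteins the paper measured in other experiments. In PB neutrophil libraries, mRNA of *Itgam*, which encodes CD11b and overlaps a predicted gene, had a log2 fold change of 1.74 (standard error 0.201, adjusted p = 4.39e-05 from edgeR), and *Ceacam1*, which encodes CD66a, 0.49 (adjusted p = 0.00208). *Tnf* had a log2 fold change of 1.08 (adjusted p = 5.90e-05), and *Il6* 0.06 (adjusted p = 0.918), without stimulation. The paper measured the cytokine proteins in BM neutrophils after LPS. *Ifnb1* was below the filter, with 0, 4 and 19 counts in the Ctrl libraries and 106, 19 and 49 in the LIP libraries. The receptor genes *Ifnar1* and *Ifnar2* had log2 fold changes of 0.62 and 0.97. *Rarg* had 1.19 (adjusted p = 0.00358) and *Nr2f6* -0.24 (adjusted p = 0.592). With scaling on the mature neutrophil genes, *Itgam* was 0.17, *Ceacam1* -1.08, *Tnf* -0.50, *Ifnar1* -0.95, *Ifnar2* -0.60 and *Rarg* -0.38. That scaling lowers every gene, so these signs decide nothing. The rises of these genes cannot be told apart from a larger share of neutrophil RNA either. Reads of *Mpo* were 129, 182 and 185 in the Ctrl libraries and 0, 0 and 40 in the LIP libraries, below the filter.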
